# ChREBP Is Dispensable for Myofiber Type Switch but Promotes Skeletal Muscle Regeneration

**DOI:** 10.3390/nu18122012

**Published:** 2026-06-21

**Authors:** Junyu Lu, Jian Chen, Guanyu Zhang, Haoxin Ma, Pingxin Sun, Chao Wang, Xinlu Yu, Ke Feng, Chunyan Wang, Chenyi Hu, Xuewei Chen, Wenlin Li

**Keywords:** skeletal muscle, ChREBP, hypoxia, high-fructose diet, muscle remodeling, muscle regeneration

## Abstract

**Background/Objectives**: The transcription factor carbohydrate response element-binding protein (ChREBP) is a key glucose-sensing regulator that governs glucose and lipid metabolic homeostasis. However, its specific functions in skeletal muscle remain insufficiently clarified. The present study aimed to investigate the roles of ChREBP in skeletal muscle exercise capacity, energy metabolism, and adaptive remodeling, as well as muscle regeneration. **Methods**: We generated a skeletal muscle-specific ChREBP knockout mouse model, and assessed their exercise performance, energy metabolism, skeletal muscle fiber composition, and injury repair capacity. Additionally, hypoxia and high-fructose diet models were established to analyze the function of ChREBP in skeletal muscle adaptive remodeling. C2C12 myoblasts and primary muscle satellite cells were used to explore its effects on myogenic differentiation. **Results**: Genetic deletion of ChREBP induced no detectable alterations in myofiber composition, overall metabolic status, or muscle adaptive remodeling triggered by hypoxia and high-fructose diet. In vitro assays demonstrated that ChREBP overexpression facilitates C2C12 myogenic differentiation. Adeno-associated virus-mediated ChREBP overexpression enhanced histological markers of regeneration, including desmin-positive regenerative area and the cross-sectional area of newly formed myofibers after cardiotoxin-induced injury. **Conclusions**: Collectively, our experimental data indicate that ChREBP is largely dispensable for maintaining basal skeletal muscle homeostasis and stress-induced adaptive remodeling. Meanwhile, this study identifies a previously unrecognized regulatory role of ChREBP in the processes of skeletal muscle damage repair and post-injury regeneration.

## 1. Introduction

Skeletal muscle functions not only as a locomotor apparatus but also as a vital metabolic and endocrine organ that significantly influences whole-body energy homeostasis. The composition of myofibers and energy metabolism constitute the two primary determinants of skeletal muscle function [1,2,3]. Based on their contractile and metabolic properties, skeletal muscle fibers are classified into slow-twitch (type I) and fast-twitch (type II) myofibers. Type I myofibers are rich in mitochondria and rely largely on mitochondrial oxidative metabolism, whereas type II myofibers generally contain fewer mitochondria and have lower oxidative capacity. Myofiber type switching and metabolic reprogramming constitute the adaptive remodeling of skeletal muscle in response to physiological or pathological stimuli. Disruption of this coordinated regulatory mechanism can lead to physiological dysfunction.

Skeletal muscle exhibits significant plasticity to satisfy its energetic and contractile requirements. Environmental challenges, particularly hypoxia, are well known to alter myofiber composition and metabolic homeostasis. Several studies have investigated the impact of environmental and pathological hypoxic conditions on myofiber type, yet published observations from these studies remain inconsistent [4,5,6].

Similarly, nutritional conditions act as a central factor governing the adaptive shifts in myofiber phenotypes [7,8,9]. In recent decades, the continuous rise in dietary fructose intake has drawn widespread public health attention. Epidemiological investigations have noted that long-term overconsumption of dietary fructose correlates closely with the onset of metabolic syndrome, a disorder marked by a cluster of symptoms including obesity, insulin resistance, hyperglycemia, dyslipidemia, hypertension, non-alcoholic fatty liver disease, gout and hyperuricemia [10,11,12,13,14]. Notably, published data regarding how a high-fructose diet (HFrD) regulates skeletal muscle fiber phenotype remain contradictory. Several studies have demonstrated that hyperactivated sterol regulatory element-binding protein (SREBP) signaling driven by excess fructose favors an oxidative myofiber phenotype [15], whereas other studies in juvenile Iberian pigs show that combined high-fructose and high-fat feeding reduces muscle oxidative capacity [16]. To date, direct evidence linking high-fructose intake to myofiber-type remodeling is still limited.

ChREBP, also known as MLX-interacting protein-like (MLXIPL), serves as an essential transcription factor in the regulation of carbohydrate metabolism and lipogenesis [17,18,19,20,21,22,23,24]. Although ChREBP is well-established as an indispensable regulator of glycolipid homeostasis in the liver and adipose tissue, its regulatory role in highly metabolic skeletal muscle remains poorly understood. Previous studies have shown that global ChREBP knockout mice exhibit significantly reduced muscle mass [25]. An in vitro study has suggested a role for ChREBP in muscle fiber type plasticity, showing that it partially mediates the impact of high glucose on the metabolic transition from slow-twitch to fast-twitch fibers [26]. However, these findings have not been further validated using muscle-specific knockout models.

Accumulating evidence has confirmed that hepatic and intestinal ChREBP are highly responsive to fructose. Fructose-mediated activation of ChREBP may contribute to hepatic steatosis, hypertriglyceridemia, and both hepatic and peripheral insulin resistance [27,28,29]. Consistently, ChREBP-deficient mice develop fructose intolerance and rapidly deteriorate within one to two weeks when maintained on a HFrD [30,31]. Separately, prior work has illustrated that ChREBP participates in reshaping metabolic profiles within tumor cells exposed to hypoxic microenvironments. Silencing ChREBP in colon cancer cells suppresses aerobic glycolysis and inhibits cell proliferation and metastasis [32]. Given that hypoxic exposure and excessive fructose consumption represent two representative metabolic stressors capable of stimulating ChREBP signaling and disturbing systemic metabolic homeostasis, these two intervention models provide a valuable platform to elucidate the biological roles and downstream pathways of ChREBP in skeletal muscle.

Beyond adaptive metabolic remodeling, skeletal muscle retains potent regenerative capacity to restore tissue architecture following acute injury. This regenerative process is principally orchestrated by resident muscle satellite cells (MuSCs). Upon muscle damage or exposure to extracellular cues, quiescent MuSCs become activated, undergo clonal expansion, and ultimately differentiate to fuse with damaged endogenous myofibers or to form nascent myotubes. Accordingly, MuSCs maintain basal skeletal muscle homeostasis and mediate stress-triggered adaptive remodeling. Post-injury muscle repair is a highly coordinated process involving myofiber degeneration, inflammatory cell infiltration, de novo myogenesis and tissue maturation. MuSCs, immune cells and interstitial stromal cells act synergistically to facilitate tissue repair [33,34]. Because metabolic regulators frequently coordinate MuSCs activation and differentiation, it remains unclear whether ChREBP participates in muscle regeneration independent of metabolic adaptation.

Collectively, we hypothesize that ChREBP modulates multiple physiological processes in skeletal muscle, including exercise performance, adaptive remodeling and post-injury regeneration. To test this hypothesis, we generated muscle-specific ChREBP knockout (ChMKO) mice to dissect the basal physiological functions of muscular ChREBP in skeletal muscle. We then induced metabolic stress via hypoxic exposure and high-fructose feeding, and analyzed changes in myofiber composition to determine whether ChREBP regulates stress-triggered muscle remodeling. We further used C2C12 myoblasts and an adeno-associated virus (AAV)-mediated local ChREBP overexpression mouse model to characterize ChREBP’s role in skeletal muscle regeneration following acute injury.

## 2. Materials and Methods

### 2.1. Animals

C57BL/6J wild-type mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. All mice underwent a one-week acclimation period before experimental manipulation. Mice were housed in a specific pathogen-free barrier facility at a controlled temperature of 23–25 °C with a 12 h light/12 h dark cycle. All animal experiments strictly followed the NIH Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of the Military Medical Sciences Academy, Tianjin, China (IACUC No. AMMS-04-2022-201).

Two distinct experimental cohorts were established using C57BL/6J wild-type mice. The first set involved three independent experimental models: hypoxia exposure, short-term HFrD (2 weeks), and long-term HFrD (3 months). Each model contained paired intervention and control groups (*n* = 10 per group). The second set divided wild-type mice into four groups according to AAV-ChREBP injection and Cardiotoxin (CTX) administration (*n* = 5 per group).

ChMKO mice were bred in-house, with littermate ChREBP-floxed control mice (hereafter referred to as F/F) serving as controls. Mice of each genotype were randomly assigned to the hypoxia exposure, long-term HFrD and CTX treatment groups. The sample size of ChMKO mice was adjusted according to breeding availability and experimental requirements (Figure 1).

Unless otherwise specified, male mice aged 8–10 weeks were used in all experiments. Tissues were collected upon completion of experimental interventions. Mice were anesthetized via isoflurane inhalation. Skeletal muscle, liver and intestinal tissues were then dissected from standardized anatomical sites. To minimize technical variation, tissues with consistent wet weights were harvested for each downstream assay. For gastrocnemius (GC) muscle biochemical detection, 20–30 mg fresh tissue was collected per mouse after trimming away tendons, fascia and fat. All samples were rinsed with ice-cold phosphate-buffered saline (PBS) to clear blood and tissue debris, gently blotted dry with filter paper, and then either snap-frozen in liquid nitrogen for −80 °C storage or fixed instantly for morphological evaluation. At the end of experiments, mice were euthanized by isoflurane anesthesia followed by cervical dislocation, with no prolonged housing. This unified euthanasia protocol was used throughout the study.

### 2.2. Generation of ChMKO Mice

ChREBP-flox mice were generated by gene targeting as previously described [30]. Briefly, ChREBP-flox mice were engineered with loxP sites flanking exon 8. Cre-mediated recombination results in the deletion of exon 8, which consequently induces a frameshift mutation affecting exons 9 through 17 and leading to premature termination of translation. The resultant loss of the *C*-terminal bHLH/ZIP (basic helix–loop–helix/leucine zipper) domain inhibits ChREBP from binding to the promoter regions of target genes, thereby nullifying its transcriptional regulatory function. Muscle creatine kinase-Cre (MCK-Cre) mice were obtained from Shanghai Southern Model Organisms Co., Ltd. (Shanghai, China). ChMKO mice were generated by crossing ChREBP-flox mice with MCK-Cre mice.

### 2.3. Hypoxic Exposure

Before hypoxic treatment, all mice underwent a one-week acclimation period under normoxic housing conditions to stabilize their basal physiological state. The hypoxic intervention was carried out in two separate experiments, with *n* = 10 for C57BL/6 mice and *n* = 7–10 for ChMKO mice per group. Mice were maintained inside a hypoxic chamber (Shanghai Yuyan Scientific Instrument Co., Ltd., Shanghai, China) for 2 weeks of continuous treatment, simulating an altitude of ~5500 m. The chamber was stably controlled at atmospheric pressure of 46–49 kPa with a partial oxygen pressure of approximately 10 kPa. Upon completion of hypoxia exposure, all mice were immediately transferred back to the standard housing conditions for subsequent observations and sample collection.

### 2.4. High-Fructose Diet

HFrD intervention was performed in two independent experimental stages, including a short-term 2-week regimen and a long-term 3-month regimen. C57BL/6 mice were used in both short-term and long-term interventions, with *n* = 10 per group. For RNA-seq assays after HFrD feeding, *n* = 4 ChMKO mice per group were included. All experimental mice were maintained under consistent housing conditions with ad libitum access to food and water. Mice with identical baseline age and body weight were randomly allocated to either the normal chow diet group or the HFrD group. The customized HFrD consisted of 20% protein, 68% fructose, and 12% fat by calories (Xiaoshuyoutai Biotechnology Company, Beijing, China). Formal quantification and statistical comparison of daily food intake between groups were not prioritized for this study; routine daily animal surveillance revealed no overt disparities in feeding behavior among experimental groups.

### 2.5. Swimming Endurance Test

Mice were placed in transparent plastic buckets filled with water maintained at 24–26 °C with a depth of 25–30 cm. Mice were grouped by genotype: F/F (*n* = 16) and ChMKO (*n* = 21). Before the formal swimming test, mice were gradually acclimated to swimming over three consecutive days to reduce stress. The daily swimming duration was increased progressively: 5 min on Day 1, 10 min on Day 2, and 15 min on Day 3. Water temperature, depth and ambient conditions remained consistent throughout acclimation and formal trials.

For the formal test, a load equivalent to 3% of each mouse’s body weight was attached to the tail during swimming. Exhaustion was defined as the point when a mouse failed to keep its nose above the water surface for 5 consecutive seconds. Animals were immediately rescued once exhausted.

### 2.6. Grip Strength

Mouse grip strength was measured using a digital grip strength meter (PL-1000, Vokes Biotech Co., Ltd., Shanghai, China). Mice were divided by genotype, with *n* = 5 per group. Briefly, mice were placed to grasp the grid with their forepaws in a horizontal position. The tail was pulled backward smoothly until the grip was released, and the grip strength was recorded. Three consecutive trials were conducted per mouse; the mean value was calculated and normalized to body weight.

### 2.7. Gait Analysis

Gait parameters were assessed using a video-based gait analysis and processing system (Zhongshidichuang Science and Technology Development Co., Ltd., Beijing, China). Mice were divided by genotype, with *n* = 5 per group. Briefly, mice were placed at the entrance of a treadmill and allowed to traverse the runway autonomously and continuously. A high-frequency camera positioned above the runway simultaneously recorded footprint information, gait videos, and plantar pressure data. The system’s companion software automatically analyzed video and pressure data to identify individual paw print contours and calculate single-paw parameters and coordination indices. Valid gait sequence data were averaged for subsequent statistical analysis.

### 2.8. Electromyography (EMG)

EMG testing was performed using a biological signal acquisition system (MD3000, Zhenghua Biological Instrument Equipment Co., Ltd., Hefei, China). Mice were grouped by genotype, with *n* = 5 per group. Briefly, following anesthesia with isoflurane, the skin over the hindlimb was incised to expose the TA muscle. A 4-0 suture was passed through the TA muscle and secured (for signal detection). Fine needles were inserted into the proximal and distal ends of the TA muscle and connected to alligator clips (for voltage output). The stimulation voltage was adjusted to determine the optimal voltage for eliciting maximal muscle tension. Contraction force recovery (%) was calculated as the ratio of the electromyographic signal amplitude of the CTX-injured leg to that of the contralateral control leg of the same mouse.

### 2.9. Muscle Injury and Regeneration Model

To establish an acute muscle injury model, mice were anesthetized with isoflurane, and 50 μL of 20μM CTX (#217503, Sigma, St. Louis, MO, USA) was injected into the TA of one leg, with the contralateral TA receiving an equal volume of PBS as a control. Each group included *n* = 5 mice. TA muscle weight loss was normalized to the contralateral PBS-injected TA muscle.

### 2.10. AAV Production and Intramuscular Injection

AAV9-ChREBP and AAV9-green fluorescent protein (GFP) control viruses were constructed and packaged by Shanghai OBiO Technology Corp., Ltd. (Shanghai, China). Viruses used the Cytomegalovirus (CMV) promoter to drive full-length mouse ChREBP expression. To achieve local overexpression in vivo, 8–10-week-old male mice received a single intramuscular AAV injection into the designated muscle at a dose of 5 × 10^10^ vg per muscle. Each group included n = 5 mice. Mice were euthanized and tissues were harvested for subsequent analyses at 14 days post-injection (dpi).

### 2.11. Body Composition and Metabolic Assessments

Body composition of mice was quantified using an InAlyzer dual-energy X-ray absorptiometry analyzer (Medikors, Seongnam, Republic of Korea), a fully validated instrument dedicated to body composition measurement in small laboratory rodents. Plasma cholesterol, plasma and GC muscle triglyceride (TG) were measured as previously reported [35]. Specifically, TG was measured using a colorimetric kit (Cat. No. TR0100, Sigma, St. Louis, MO, USA), and total cholesterol (TC) was determined with a fluorometric Amplex™ Red Cholesterol Assay Kit (Cat. No. A12216, Invitrogen, Waltham, MA, USA). GC Muscle glycogen was detected with a glycogen assay kit (D799397-0050, Sangon Biotech, Shanghai, China). Plasma LDH activity was measured by a L-Lactate Dehydrogenase Assay Kit (P0393S, Beyotime, Shanghai, China). Grouping by genotype: F/F and ChMKO. TC and TG, *n* = 10 per group; GC muscle glycogen, *n* = 5 per group; LDH activity, *n* = 4–6 per group.

OGTT and ITT were performed after a 6 h fast. Mice were grouped by genotype, with *n* = 13–14 per group for OGTT and *n* = 9 per group for ITT. Glucose was administered by gavage (2.0 g/kg body weight) for OGTT, or insulin was administered via i.p. injection (1.0 U/kg body weight) for ITT. Blood glucose was measured at 0, 15, 30, 60, and 120 min after glucose or insulin administration, using a glucose monitor (One Touch Ultra, Lifescan, Johnson & Johnson, Milpitas, CA, USA).

### 2.12. Cell Culture, Differentiation, and Adenoviral Transduction

C2C12 myoblasts were purchased from ATCC (Manassas, VA, USA) and cultured in growth medium (Dulbecco’s Modified Eagle Medium (DMEM) containing 10% fetal bovine serum (FBS, Gibco, Waltham, MA, USA)). To establish stable cell lines, C2C12 myoblasts were transduced with control and ChREBP overexpressing retroviruses, followed by puromycin selection (2 µg/mL). Myotube differentiation was initiated by switching C2C12 myoblasts at ~80% confluency to differentiation medium (DMEM containing 2% horse serum (Gibco, Waltham, MA, USA)). The differentiation medium was replenished every 2 days until terminal differentiation. Cells were subsequently harvested for immunofluorescence staining and gene expression analysis.

MuSCs were isolated and cultured as previously described [36]. Briefly, one-month-old mice were euthanized under sterile conditions. Hindlimb skeletal muscles, including the GC, TA and quadriceps, were dissected and cleared of tendons, fat and connective tissues. The tissues were minced thoroughly and sequentially digested with collagenase II (#17101015, Gibco, Waltham, MA, USA) and dispase II (D4693, Sigma, St. Louis, MO, USA). Following digestion, the cell suspension was filtered, purified via differential plating, centrifuged and resuspended for primary MuSCs culture and subsequent experiments.

MuSCs were cultured on Geltrex (A1413302, Gibco, Waltham, MA, USA)-coated dishes in cytokine cocktail medium (DMEM containing 10% FBS, 5 ng/mL interleukin-1α (IL-1α, #315-05, Peprotech, Cranbury, NJ, USA), 5 ng/mL interleukin-13 (IL-13, #210-13, Peprotech, Cranbury, NJ, USA), 10 ng/mL interferon-γ (IFN-γ, #315-01A, Peprotech, Cranbury, NJ, USA), 10 ng/mL tumor necrosis factor-α (TNF-α, #211-11A, Peprotech, Cranbury, NJ, USA), and 2.5 ng/mL basic fibroblast growth factor (bFGF, #450-33, Peprotech, Cranbury, NJ, USA)). For serial expansion, 10,000 cells were seeded in a 3.5 cm dish and passaged every 2 days. For myogenic differentiation, MuSCs were seeded at 100,000 cells per well in 6-well plates. At 60–70% confluence, cells were infected with 5 × 10^6^ plaque-forming unit (PFU) adenovirus-Cre (Ad-Cre) for 8 h, then cultured in differentiation medium (2% horse serum in DMEM). Cells were harvested for analysis 72 h post-induction.

### 2.13. RNA Sequencing (RNA-Seq) Analysis

Total RNA was isolated from tissue samples using TRIzol reagent. RNA integrity and purity were assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), and only samples with qualified RNA integrity were used for subsequent library construction. Each group included at least 4 independent biological replicates. Complementary DNA library preparation and high-throughput transcriptome sequencing were conducted by Gene Denovo Biotechnology Co., Ltd. (Guangzhou, China) on the Illumina NovaSeq 6000 platform. Raw reads were quality-controlled and trimmed using fastp (v0.18.0) to obtain high-quality clean reads, which were then aligned to the reference genome with HISAT2. Differential expression analysis was carried out via DESeq2. Genes with |log_2_ fold change| ≥ 1 and *p* < 0.05 were defined as significantly differentially expressed genes (DEGs). Given that this analysis was intended for functional screening, multiple-testing correction was not applied. No obvious batch effects were detected among samples, so no additional batch-effect correction was performed. Data visualization and functional enrichment analyses of DEGs were implemented in R software (v4.4.1) with the packages clusterProfiler v4.17.0, enrichplot v1.29.2, topGO, and VennDiagram.

### 2.14. mRNA Expression Analysis

Total RNA was extracted from tissue or cells using the TRIZOL method. The concentration and purity of the extracted RNA were assessed via spectrophotometry (NanoDrop; Thermo Scientific, Waltham, MA, USA). Complementary DNA (cDNA) was synthesized using the First Strand cDNA Synthesis Kit Rever Tra Ace-α (FSK-101, Toyobo, Osaka, Japan). mRNA expression was measured by quantitative real-time polymerase chain reaction (qRT-PCR) using the SYBR Green dye-based assay with the *36b4* gene as internal control in every plate. Each sample was run in technical duplicates. Replicate pairs with a threshold cycle (Ct) difference greater than 0.5 were excluded from subsequent data analysis. The qRT-PCR primer sequences are listed in Table S1.

### 2.15. Immunoblotting Analysis

Protein lysates from skeletal muscle tissues and cultured cells were quantified using a bicinchoninic acid (BCA) protein assay kit (P0010, Beyotime, Shanghai, China). Equal protein samples were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and electro-transferred to polyvinylidene difluoride (PVDF) membranes (#3010040001, Millipore, Burlington, MA, USA). After blocking, membranes were then incubated with corresponding primary antibodies overnight at 4 °C. Immunoreactive bands were visualized with SuperSignal™ West Pico PLUS Chemiluminescent Substrate (#34580, Invitrogen, Waltham, MA, USA), and images were captured with an Amersham Imager 680 (AI680, Cytiva, Marlborough, MA, USA). The primary antibodies used were as follows: ChREBP (1:1000, NB400-135, Novus, Littleton, CO, USA), α-TUBULIN (1:5000, 66031-1-Ig, PROTEINTECH, Wuhan, China), MYOG (1:1000, ab124800, Abcam, Cambridge, UK), MYOD1(1:1000, 18943-1-AP, PROTEINTECH, Wuhan, China), MyHC (1:1000, ab37484, Abcam, Cambridge, UK), DESMIN (1:1000, #5332, CST, Danvers, MA, USA) and FLAG-tag (1:1000, 6608-4-Ig, PROTEINTECH, Wuhan, China).

### 2.16. Immunofluorescence Staining and CSA Calculation

Muscle tissues were fixed with specialized muscle fixative solution (G1111, Servicebio, Wuhan, China), followed by paraffin embedding and sectioning. Immunohistochemical analysis of myofiber type was performed on muscle sections by overnight incubation at 4 °C with the following primary antibodies: slow skeletal myosin heavy chain (MHC) (GB111857, Servicebio, Wuhan, China), fast skeletal MHC (GB112130, Servicebio, Wuhan, China). Following wheat germ agglutinin (WGA) staining for sarcolemmal labeling of muscle fibers, the CSA of individual myofibers was quantified using Fiji (v2.14.0, based on ImageJ2 v1.54p, National Institutes of Health, USA). Detailed sample sizes for these analyses across different interventions are presented in Figure 1.

### 2.17. ELISA Assays

Muscle tissues were homogenized in ice-cold PBS with protease inhibitors, centrifuged at 5000× *g* for 10 min at 4 °C, and supernatants were collected. Mice were divided into AAV-GFP and AAV-ChREBP groups, with *n* = 5 per group. IL-13 (#ED-20167), TNF-α (#ED-20852), and IFN-γ (#ED-22688) were measured using commercial mouse ELISA kits (Amoylunchangshuo Biotech Co., Ltd., Xiamen, China) according to the manufacturer’s instructions.

### 2.18. Statistics Analysis

All data are presented as mean ± standard deviation (SD). Normality was confirmed by the Shapiro–Wilk test, and homogeneity of variances was evaluated with Levene’s test. Unpaired two-tailed Student’s *t*-test (with Welch’s correction for unequal variances) was used for two-group comparisons, with Cohen’s *d* for effect sizes. For multiple-group comparisons, one-way analysis of variance (ANOVA) was performed, followed by Bonferroni’s test for targeted comparisons versus a control group. For repeated-measures data (e.g., OGTT, ITT), a repeated-measures ANOVA was adopted, with Bonferroni’s test for time point comparisons. For two-factor interactive designs (e.g., genotype × diet, genotype × hypoxia interventions), two-way ANOVA followed by Bonferroni’s test was performed. For myofiber proportional distribution across CSA bins, two-way ANOVA was followed by post hoc two-stage linear step-up Benjamini–Krieger–Yekutieli false discovery rate (FDR) correction (BKY, Q = 0.05). Partial $\eta_{p}^{2}$ and Cohen’s *d* were used to assess overall and pairwise effect sizes across ANOVA analyses. Non-normally distributed datasets were analyzed using non-parametric tests: Kruskal–Wallis H test followed by Dunn’s post hoc test was used for overall multi-group comparisons (e.g., *ChREBP* abundance in different skeletal muscle groups), with effect sizes reported as *ε*^2^ for overall effects and *r* for pairwise comparisons. Post hoc power analysis was additionally conducted at two-sided α = 0.05 to evaluate the detection capability of the adopted sample sizes. A *p* value < 0.05 was considered statistically significant. All statistical analyses were performed using GraphPad Prism 10.0.

The sample size for this study was determined by a combination of a priori power analysis (two-sided α = 0.05, power = 0.8) based on pre-experimental data and previous experimental experience from our research group. Calculation results indicated that 4–6 animals per group were sufficient to detect the anticipated intergroup effect magnitudes. This sample size is in line with typical animal numbers commonly adopted in published studies focusing on murine skeletal muscle phenotypes and molecular markers.

## 3. Results

### 3.1. Generation of the ChMKO Mouse Model

To investigate the role of ChREBP in muscle tissue, we initially assessed its expression across various muscle groups in C57BL/6 mice. ChREBP has two major isoforms, ChREBP-α and ChREBP-β. The mRNA level of *ChREBP-α* was comparable among multiple skeletal muscle types, including GC, TA, extensor digitorum longus (EDL), soleus (SOL), and diaphragm (DIA) muscles. In contrast, *ChREBP-β* was predominantly expressed in adipose tissues and hardly detectable in skeletal muscle (Figure S1).

We generated a skeletal muscle-specific knockout model [30] (Figure 2A). Quantitative analysis of total *ChREBP* mRNA revealed markedly reduced expression within GC, SOL, and cardiac muscle tissues (*p* < 0.001), compared with littermate control mice. In contrast, no obvious changes were detected in the liver and small intestine (Figure 2B). Western blot further confirmed these transcriptional observations (Figure 2C and Figure S2A–D).

Subsequently, we assessed the general physiological development of this mouse model. ChMKO mice exhibited no significant differences in body weight, fat/body weight, lean/body weight, or bone mineral density (BMD) (Figure S2E–H).

Next, we conducted an extensive analysis of locomotor function. Initially, exhaustive swimming tests indicated no significant difference in aerobic exercise capacity in ChMKO mice (Figure 2D). No detectable differences in post-exercise plasma LDH activity were observed between F/F and ChMKO mice under the present experimental conditions (Figure 2E). Additionally, our data revealed no measurable disparities in resting GC muscle glycogen levels between genotypes (Figure 2F). EMG recordings (Figure 2G), grip strength (Figure S2I), and gait analyses (Figure S2J–O) revealed no overt locomotor dysfunction in ChMKO mice.

Furthermore, glucose and insulin tolerance were unaltered in ChMKO mice (Figure S2P,Q). We also measured lipid concentrations in circulation and GC muscle. Although intramuscular TG content was significantly reduced in ChMKO mice (F/F: 0.0971 ± 0.0399 vs. ChMKO: 0.0608 ± 0.0332, *p* = 0.04), plasma lipid levels remained unchanged (Figure 2H and Figure S2R).

Whole-body energy metabolism was assessed using indirect calorimetry with a TSE LabMaster system in freely moving mice. Our metabolic cage readouts demonstrated that O_2_ consumption, CO_2_ production, respiratory exchange ratio (RER), and resting energy expenditure (REE) were fully comparable between F/F and ChMKO mice during both light and dark phases (Figure 2I–L).

### 3.2. Skeletal Muscle Structure and Fiber Composition Remain Unaltered in ChMKO Mice

We next performed a comprehensive histological assessment of skeletal muscle morphology and fiber composition in ChMKO mice. Hematoxylin and eosin (H&E) and WGA staining were performed to assess skeletal muscle morphology. No obvious structural abnormalities were observed. Additionally, quantitative CSA measurements revealed that ChREBP deficiency did not alter myofiber size distribution (Figure 3A). Furthermore, fast-twitch and slow-twitch myofibers in both GC and SOL were labeled, and subsequent statistical comparisons detected no significant differences in the relative proportion of each fiber type between genotypes (Figure 3B).

RNA-seq was utilized to characterize transcriptomic profiles in GC and SOL of ChMKO mice. 

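GC and SOL muscles of 5 F/F and 5 ChMKO mice fed chow gave 1 library per muscle and mouse, 20 libraries in all and 5 in each group. F/F mice carry the floxed ChREBP gene without Cre, and ChMKO mice carry it with MCK-Cre. RNA was extracted with TRIzol and sequenced on a NovaSeq instrument, and the authors trimmed the reads with fastp and aligned them with HISAT2. The values the authors deposited are FPKM, fragments scaled by gene length and by the total of the library. Read totals are not part of the values and were estimated from the whole-number ratios between genes with few reads. By this estimate GC libraries of F/F mice held 16400000 to 17200000 reads (median 16900000), and GC libraries of ChMKO mice 16700000 to 17400000 (median 17100000). SOL libraries held 16800000 to 17700000 reads in F/F mice (median 17200000) and 17400000 to 19800000 in ChMKO mice (median 18800000). The 10 most abundant genes took between 25.6% and 31.1% of the FPKM of each library.

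The authors called differentially expressed genes (DEGs) with DESeq2 at an absolute log2 fold change of at least 1 and an uncorrected p under 0.05. DESeq2 needs read counts, so here log2(FPKM + 1) was compared with limma (empirical Bayes with a trend, two-sided), with the Benjamini-Hochberg adjustment over all genes tested. Genes with a mean FPKM of at least 0.5 over the libraries compared were tested, 12724 in GC and 13348 in SOL. Fold changes are on the log2(FPKM + 1) scale, which understates changes of genes near 1 FPKM. Ddx3y, a gene of the Y chromosome, was at least 3.80 FPKM and Xist at most 0.00681 FPKM in every library. The paper used male mice.

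ChREBP is encoded by Mlxipl, listed as gene13137, which lies on chromosome 5 of GRCm38 from 135089890 to 135139768. Its level in GC was 24.9 ± 4.10 FPKM (SD, n = 5) in F/F mice and 15.7 ± 2.53 FPKM (SD, n = 5) in ChMKO mice. Each ChMKO library, at 12.5 to 18.5 FPKM, was below each F/F library, at 20.4 to 30.3 FPKM. The log2 fold change was -0.63 (standard error 0.128), with a limma adjusted p of 0.413 over all genes tested. Adjusted over the list alone, the 21 tested genes that the paper names, the p was 0.00886. In SOL the level was 53.4 ± 7.51 FPKM in F/F mice and 38.4 ± 7.13 FPKM in ChMKO mice (SD, n = 5 each). That log2 fold change was -0.47 (standard error 0.136), with a limma adjusted p of 0.384 over all genes and 0.112 over the list alone. In F/F mice Mlxipl was higher in SOL than in GC by 1.07 on the log2 scale (standard error 0.126, limma adjusted p = 6.16e-05). FPKM sums reads over the whole gene, so transcripts that lack the deleted exon still count toward the ChMKO values.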

Principal component analysis (PCA) and unsupervised clustering of the global transcriptome revealed robust transcriptional divergence between GC and SOL tissues; by contrast, minimal differences were observed when comparing F/F control and ChMKO knockout animals (Figure S3A,B). 

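The first principal component of all 20 libraries, over 13176 genes, carried 67.5% of the variance and the second 6.79%. Along the first component the SOL and GC libraries of F/F mice did not overlap (exact permutation test, two-sided, p = 0.00794, the smallest that 5 against 5 allow). F/F and ChMKO mice did not part on it in GC (exact permutation p = 0.635) or in SOL (exact permutation p = 0.571). On the second component the exact permutation p between genotypes was 0.437 in GC and 0.0159 in SOL. With genes of a mean of at least 5 FPKM alone, the first component carried 76.7%.

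Between genotypes in GC, 21 genes passed the study's criterion, 14 higher and 7 lower in ChMKO mice. With the adjusted p in place of the uncorrected one, 3 genes passed, all higher in ChMKO mice. An unadjusted p under 0.05 was found for 589 of the 12724 genes. In SOL, 21 genes passed the study's criterion, 6 higher and 15 lower, and 3 passed with the adjusted p, while 1300 had an unadjusted p under 0.05. For 109 genes in GC (0.857% of those tested) and 273 in SOL (2.05%) the genotypes did not overlap, where chance gives 0.794%. With a pseudocount of 0.1, 52 genes passed the study's criterion in GC and 57 in SOL. With a filter at a mean of 5 FPKM, 7 passed it in GC and 3 in SOL, and in SOL 0 with the adjusted p. The SOL genes that had passed the adjusted p have means under this filter and were left out, so the 0 is no test of them. Without F/F mouse 57, the counts were 35 in GC and 34 in SOL.

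The genes past the adjusted p were Gm36408, Gm38824 and Gm38954, each listed at 0 in all F/F libraries. All 3 are annotated as long non-coding RNAs. In GC of ChMKO mice they reached 4.33 ± 0.828, 14.1 ± 2.83 and 10.1 ± 2.00 FPKM, and in SOL 3.49 ± 0.956, 9.28 ± 0.815 and 3.57 ± 1.01 FPKM (SD, n = 5 mice). A test of whether the genotype effect differs between GC and SOL, with the animal as a block, gave 1 gene past the adjusted p of 13176, Gm38954. Its limma adjusted p was 0.00383, and 789 genes had an unadjusted p under 0.05.

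Between SOL and GC of F/F mice, 1058 of 13235 genes passed the study's criterion, and 1042 passed it with the adjusted p. Of the 1058, 716 were higher and 342 lower in SOL. The median log2 fold change of all genes was 0.18, and after rescaling each library by the median of its ratios 448 were higher and 494 lower. Myh7 was higher in SOL by 7.83 on the log2 scale (standard error 0.805, limma adjusted p = 2.54e-05), and Myh4 lower with a log2 fold change of -5.21 (standard error 0.886, limma adjusted p = 0.000664). Among the genes past the adjusted p whose groups did not overlap, Mhrt rose most, by 8.26 (limma adjusted p = 4.22e-05), and Mss51 fell most, with a log2 fold change of -5.46 (limma adjusted p = 2.96e-07). The muscles were paired by the mouse numbers of the libraries, and fits with the mouse as a block were run as an alternative. The pairing of F/F mouse 69 is uncertain: the title of its SOL library in the sample labels has the number 59, that of a ChMKO mouse, and its column name the number 69.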

Subsequent analysis focused on the expression of canonical myofiber markers and found no genotype-dependent changes in fast-twitch fiber markers (*Myh2*, *Myh1*, *Myh4*, *Tnnc2*, *Tnni2*, *Tnnt3*) or slow-twitch fiber markers (*Myh7*, *Myh7b*, *Tnnc1*, *Tnni1*, *Tnnt1*) (Figure 3C). 

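Of the 11 fiber markers, 10 were tested in GC, since Myh7b stayed under a mean of 0.5 FPKM there. Their log2 fold changes between genotypes in GC ran from -0.72 to 0.09, and the smallest limma adjusted p was 1.00. Myh7 (gene34769, chromosome 14 of GRCm38 from 54970684 to 54994626) set the lower end. It measured 15.0 ± 15.2 FPKM in F/F and 9.56 ± 15.1 FPKM in ChMKO mice (SD, n = 5 each), with a standard error of 1.07 on the log2 fold change. Single GC libraries ran from 0.202 to 37.6 FPKM of Myh7 in F/F mice, so the spread within a genotype exceeds the difference. Myh4 (gene27698, chromosome 11 from 67237812 to 67260447) measured 11150 ± 1321 FPKM in F/F and 11720 ± 1400 FPKM in ChMKO mice, a log2 fold change of 0.07 (standard error 0.145).

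In SOL all 11 markers were tested, with log2 fold changes from -0.54 (Myh4) to 0.28 (Myh2) and a smallest limma adjusted p of 0.433, that of Tnni2. Myh7 in SOL measured 1943 ± 208 FPKM in F/F and 1872 ± 121 FPKM in ChMKO mice (SD, n = 5 each), a log2 fold change of -0.05.

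A slow-twitch score, the mean of log2(FPKM + 1) over the 5 slow-twitch markers, was 2.56 ± 1.45 in GC of F/F mice and 2.02 ± 1.20 in GC of ChMKO mice (SD, n = 5 each; exact permutation p = 0.524, 0.786 adjusted over 12 comparisons). In SOL it was 9.45 ± 0.31 and 9.23 ± 0.07 (exact permutation p = 0.151, adjusted 0.259). The GC difference ran from -1.02 without ChMKO mouse 72 to -0.14 without F/F mouse 58. Without F/F mouse 57 the SOL difference was -0.30 with an exact permutation p of 0.0476. The score of the 6 fast-twitch markers differed by 0.00 in GC (exact permutation p = 0.992) and by -0.11 in SOL (exact permutation p = 0.635). The sign of the GC difference depends on the setting: it was -0.01 after rescaling, -0.03 without F/F mouse 71 and 0.04 without F/F mouse 70. Between SOL and GC of F/F mice the slow-twitch score differed by 6.89, with all 5 SOL libraries above all GC libraries (exact permutation p = 0.00794, adjusted 0.0952).

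In its discussion, the paper concludes from the knockout and AAV experiments that loss of ChREBP left myofiber composition without measurable alteration, and it proposes compensation by MondoA, the product of Mlxip. Mlxip differed by -0.13 on the log2 scale between genotypes in GC.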

Gene Set Enrichment Analysis (GSEA) analysis was performed on differentially expressed genes. 

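Sets of genes were tested with camera, a limma test that compares a set with all other genes at a preset correlation of 0.01. In each comparison of this experiment 11 sets were tested and adjusted together. In GC, the 77 tested genes of the respiratory chain were lower in ChMKO mice (median log2 fold change -0.07, adjusted p = 1.40e-06), and 7 of the 77 were higher. This call does not hold under the other set tests, with an adjusted p of 0.874 in fry and 0.680 with a correlation estimated from the data. Of the 17 tested glycolysis enzymes, 14 were higher in GC of ChMKO mice, by a median of 0.07 (camera adjusted p = 0.137). Without F/F mouse 69 that adjusted p was 0.0255, and without F/F mouse 70 it was 0.626. The files' own Gene Ontology terms gave 46 of 64 genes of the glycolytic process higher (camera adjusted p = 0.122) and 1 of 6 genes of oxidative phosphorylation higher (camera adjusted p = 0.137).

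In SOL, 21 of 77 respiratory chain genes and 8 of 17 glycolysis enzymes were higher in ChMKO mice, and the camera adjusted p was 0.923 for both sets. The collections of pathways behind the published enrichment plots were not analysed here.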

No prominent enrichment was observed for core energy metabolic pathways, including glycolysis and oxidative phosphorylation (Figure S3C,D). Of note, lipid transmembrane transport pathways were significantly downregulated in ChMKO mice (Figure 3D).

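The set of lipid transmembrane transport genes was taken from transporter families. In GC, 42 of its genes were tested, and 21 were higher and 21 lower in ChMKO mice, with a median log2 fold change of 0.00. The camera p was 0.377, or 0.566 adjusted over 11 sets, and the adjusted p was 0.890 in fry and 0.800 with an estimated correlation. In SOL, 17 of 48 tested genes were higher, with a median log2 fold change of -0.06 (camera adjusted p = 0.923). Leaving out each mouse in turn kept the adjusted p between 0.160 and 0.791 in GC and between 0.637 and 0.976 in SOL.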

### 3.3. ChREBP Overexpression Exerts Minimal Effects on Skeletal Muscle Fiber Composition

To further elucidate the role of ChREBP in skeletal muscle, a muscle-localized overexpression mouse model was developed through intramuscular injection of AAV (Figure 4A). Successful overexpression was first confirmed at the protein level (Figure 4B). We then performed immunofluorescent staining to label fast- and slow-twitch fibers in GC muscle. Quantitative analysis detected no measurable shifts in the total count of slow-twitch fibers between AAV-GFP and ChREBP-overexpressing muscle groups (Figure 4C,D).

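GC muscles of 5 mice injected with AAV-GFP and 5 injected with AAV-ChREBP were collected 14 days after injection, and each gave 1 library. The vector is an adeno-associated virus of serotype 9 that carries the ChREBP or the GFP sequence. The authors deposited a value per gene and library rounded to 3 decimals, whose unit the values show to be FPKM, together with their own log2 fold changes, which are the log2 ratios of the group means, and p-values from DESeq2. Read totals were estimated from the steps between low values. They ran from 15600000 to 19300000 (median 16300000) with AAV-GFP and from 15600000 to 20100000 (median 16700000) with AAV-ChREBP. The 10 most abundant genes took 33.2% to 37.4% of the FPKM of each library. Symbols came from NCBI gene identifiers, of which 20918 of 21039 matched. The limma test described for the chow mice was applied to the 11058 genes with a mean of at least 0.5 FPKM. Libraries of both vectors carry the numbers 1, 3, 4, 7 and 8, and libraries of equal number were alike (correlations of 0.21 to 0.49 after the vector's mean was removed), so fits with the number as a block were run as an alternative.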

Next, we performed transcriptomic profiling in GC injected with AAV-ChREBP. Both PCA and DEGs analysis revealed that, despite a several-fold increase in ChREBP expression, the global transcriptional profiles of GC samples exhibited overlapping clustering among experimental groups (Figure 4E,F). Additionally, we found that ChREBP overexpression did not substantially change the transcriptional patterns associated with myofiber subtype specification (Figure 4G).

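Mlxipl (gene identifier 58805) measured 11.3 ± 0.749 FPKM (SD, n = 5) with AAV-GFP and 83.5 ± 19.1 FPKM (SD, n = 5) with AAV-ChREBP. All 5 AAV-ChREBP libraries, at 52.9 to 101 FPKM, were above all AAV-GFP libraries. The log2 fold change was 2.74 (standard error 0.143), with a limma adjusted p of 2.46e-06. In the authors' deposited comparison its log2 fold change is 2.88, with a p-value of 2.72e-65 and an FDR of 4.56e-61. Reads from the vector's ChREBP sequence and from the mouse gene are summed in this value.

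Mlxipl and Sln passed the study's criterion, both higher with AAV-ChREBP, and Mlxipl alone passed the adjusted p. An unadjusted p under 0.05 was found for 322 genes. The vectors did not overlap for 64 genes, 0.579% of those tested, where chance gives 0.794%. A pseudocount of 0.1 gave 5 genes past the study's criterion, as did leaving out AAV-GFP library 4, and 1 gene passed without AAV-ChREBP library 7. The authors' deposited comparison holds 48 genes past that criterion, 33 higher and 15 lower, of which 5 have a mean of at least 0.5 FPKM, and 1 gene at their FDR. Of the 21 tested genes that the paper names, 2 passed when adjusted over the list alone and 1 over all genes. Mlxip was the second, at 14.0 ± 2.26 FPKM with AAV-GFP and 18.6 ± 1.72 FPKM with AAV-ChREBP (SD, n = 5 each; log2 fold change 0.39, limma adjusted p = 1.00 over all genes and 0.0211 over the list alone).

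The first principal component carried 33.6% of the variance and the second 15.0%. The vectors overlapped on both (exact permutation p = 0.905 and 0.992). Of 17 tested genes listed as ChREBP targets, 15 were higher with AAV-ChREBP, by a median of 0.14 on the log2 scale (camera adjusted p = 0.0174 over 13 sets). The adjusted p of these targets was 0.543 in fry and 0.25 with an estimated correlation, and it was 0.185 in camera without AAV-GFP library 7.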

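Over the 10 tested fiber markers the log2 fold changes ran from -0.48 (Myh2) to 0.01 (Myh4), and the smallest limma adjusted p was 1.00. Myh7 (140781) measured 20.5 ± 21.4 FPKM with AAV-GFP and 14.1 ± 14.7 FPKM with AAV-ChREBP (SD, n = 5 each). Its log2 fold change was -0.28 with a standard error of 1.07, and the authors' deposited value for it is -0.54 with a p-value of 0.774. Myh4 (17884) measured 14343 ± 797 FPKM and 14390 ± 587 FPKM (SD, n = 5 each; standard error 0.0647 on its log2 fold change).

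The slow-twitch score was 2.73 ± 1.69 with AAV-GFP and 2.55 ± 1.33 with AAV-ChREBP (SD, n = 5 each; exact permutation p = 0.841, adjusted 0.886 over 12 comparisons). The sign of that difference rests on single libraries: it was -0.79 without AAV-GFP library 4 and 0.27 without AAV-GFP library 7. The fast-twitch score was 11.45 ± 0.35 and 11.33 ± 0.18 (exact permutation p = 0.516, adjusted 0.814). As a set, the 10 tested genes of the slow-twitch sarcomere were all lower, by a median of -0.24 on the log2 scale, with a camera adjusted p of 0.0365. That adjusted p was 0.939 in fry and 0.700 with an estimated correlation, and it ran from 2.96e-09 without AAV-GFP library 4 to 0.838 without AAV-GFP library 7. From the PCA, the DEGs and the markers, and from staining of fibers that was not analysed here, the paper concludes in its results that local overexpression had little effect on fiber composition.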

### 3.4. Muscle-Specific ChREBP Deficiency Does Not Markedly Alter Hypoxia- or Fructose-Associated Skeletal Muscle Remodeling

The skeletal muscle undergoes adaptive remodeling of myofiber types and energy metabolic function in response to physiological or pathophysiological stimuli. To address the potential role of ChREBP in skeletal muscle adaptive remodeling, we exposed ChMKO mice to a hypoxic model (simulating 5500 m altitude).

Initially, we investigated body composition in response to hypoxic exposure. Compared with normoxic controls, hypoxia lowered body weight (*p* < 0.001), fat/body weight (F/F: *p* = 0.001; ChMKO: *p* = 0.002) and BMD (*p* = 0.003), but raised lean/body weight (F/F: *p* = 0.001; ChMKO: *p* = 0.002) in both genotypes. No significant intergenotype differences were observed between ChMKO and F/F littermates (Figure S4A–D). Meanwhile, slow-twitch fiber counts in GC and fractional proportion in SOL were indistinguishable between ChMKO and controls (Figure 5A). Consistently, the mean CSA of myofibers did not differ between the two mouse lines (Figure 5B).

Subsequently, in wild-type mice, we investigated the *ChREBP* mRNA levels across various murine tissues following exposure to hypoxic conditions. Our findings showed that hypoxia robustly increased *ChREBP* mRNA in small intestine and GC (both *p* < 0.001), accompanied by elevated intestinal *Pklr* (*p* < 0.001) (Figure 5C and Figure S4E), while *ChREBP* in liver and SOL, as well as hepatic *Pklr*, remained unchanged (Figure 5D and Figure S4F).

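GC muscles of F/F and ChMKO mice kept in normoxia (Norm), in hypoxia for 14 days at a simulated altitude of 5500 m (Hypo), or on a high-fructose diet for 3 months (HFrD) gave 4 libraries per group, 24 in all. The authors deposited FPKM for these libraries in a single table with gene lengths, from which the number of reads per gene was recovered as whole numbers. Reads counted on genes ran from 14817173 to 18981600 (median 18267644) in Norm F/F and from 14473170 to 18192670 (median 16533591) in Norm ChMKO mice. Hypo F/F mice had 15523241 to 20307288 reads (median 17636534) and Hypo ChMKO mice 14574731 to 18581343 (median 16803444). On the high-fructose diet the totals were 19212839 to 23460515 (median 20965566) in F/F and 17228116 to 21667973 (median 20588052) in ChMKO mice. The 10 most abundant genes took 35.4% to 48.6% of the FPKM of each library. Each comparison used limma on log2(FPKM + 1) as for the chow mice, and 10740 genes were tested between Hypo and Norm F/F mice. The counts of genes at the study's criterion depend on how low genes are treated. With limma's voom on the recovered reads of all genes with at least 10 reads, chosen after the data were seen, 213 genes passed the study's criterion for hypoxia in F/F mice, 215 between the genotypes in hypoxia, 569 for the diet in F/F mice and 132 between the genotypes on the diet, and with the adjusted p 0, 1, 0 and 1.

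The first principal component of these 24 libraries, with 61.6% of the variance, parted them into 2 sets of 12 that cut across the groups. Mice are named by the labels of their libraries. Set A holds Norm F/F mice c397 and c401, Hypo F/F mice c360 and c361, and all 8 HFrD mice, and set B holds the others. The paper states that no batch correction was applied and that no obvious batch effects were seen. The sets were defined after the data were seen, so fits within a set, or with the set as a term, are given beside the pooled values.

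In F/F mice, Myh7 (ENSMUSG00000053093) rose from 5.38 ± 4.92 FPKM in normoxia to 27.8 ± 18.7 FPKM in hypoxia (SD, n = 4 each), a log2 fold change of 2.26 (standard error 0.638). Tnni1, Tnnt1 and Tnnc1 rose by 2.29, 2.09 and 2.32 on the log2 scale. All 4 genes had a limma adjusted p of 1.00 over all genes and 0.0384 when adjusted over the list alone, the 22 tested genes that the paper names. On that list 5 genes passed, and over all genes none did, while 5 had an unadjusted p under 0.05. The fifth was Myod1, which fell from 11.6 ± 5.54 to 4.48 ± 1.71 FPKM (SD, n = 4 each; log2 fold change -1.13, standard error 0.331). Within set A, 2 mice against 2, Myh7 rose by 2.31 (limma adjusted p = 0.0124), and within set B by 2.22 (limma adjusted p = 0.651). With the set as a term the limma adjusted p of Myh7 was 0.226. Myh7b stayed under a mean of 0.5 FPKM and was not tested, at 0.291 FPKM in normoxia and 0.656 FPKM in hypoxia. Tnnc2 cannot be read in this table, where it lies at 0.471 to 1.77 FPKM against 7010 FPKM or more in the chow libraries. The table places it on chromosome 2 from 164619081 to 164621887, overlapping Ube2c on the opposite strand.

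The slow-twitch score rose from 2.55 ± 0.91 to 4.41 ± 0.86 in F/F mice (SD, n = 4 each), and 3 of 4 Hypo libraries lay above all Norm libraries. The exact permutation p was 0.0571, adjusted 0.171 over 12 comparisons, and without Norm F/F mouse c369 the rise was 2.26 with an exact permutation p of 0.0286. It was 1.87 within set A and 1.85 within set B. In ChMKO mice, whose Norm and Hypo libraries all belong to set B, it rose by 2.17 (exact permutation p = 0.0857, adjusted 0.206). As a set, all 11 tested genes of the slow-twitch sarcomere were higher in hypoxia in F/F mice, by a median of 1.21 (camera adjusted p = 2.34e-18), and in ChMKO mice by 1.44 (camera adjusted p = 7.41e-10). Neither call holds under fry (adjusted p = 0.321 and 0.264) or with an estimated correlation (0.162 and 0.305). The fast-twitch score rose by 0.06 in F/F mice (exact permutation p = 0.457, adjusted 0.814), and by 0.13 after rescaling, with an exact permutation p of 0.0286. These scores include Tnnc2. Over the 5 other fast-twitch markers, a choice made after the data were seen, the rise was 0.089 (exact permutation p = 0.371), or 0.16 after rescaling (exact permutation p = 0.0571), and it stayed above 0 without any single library, from 0.030 without Hypo F/F mouse c341 to 0.15 without Norm F/F mouse c369.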

RNA-seq analysis revealed upregulated expression of slow-twitch myofiber markers in GC upon hypoxic exposure. However, transcriptomic patterns did not differ substantially between F/F and ChMKO mice (Figure 5E). 

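Between genotypes in hypoxia, Mlxipl (ENSMUSG00000005373) measured 8.21 ± 0.370 FPKM in F/F and 2.82 ± 0.352 FPKM in ChMKO mice (SD, n = 4 each). Its log2 fold change was -1.27 (standard error 0.103, limma adjusted p = 0.00297), with all 4 ChMKO libraries below all F/F libraries. Within set B, 2 F/F against 4 ChMKO mice, it was -1.25 (limma adjusted p = 0.0485). Of 10628 genes, 6 passed the study's criterion: Mlxipl, Esf1 and Zfp946, lower in ChMKO mice, and Mybph, Myog and Nmrk2, higher. Mlxipl alone passed the adjusted p, and 560 genes had an unadjusted p under 0.05. These counts rest on single libraries, with 1 gene past the criterion without Hypo F/F mouse c361 and 151 without Hypo F/F mouse c341. Within set B 2 genes passed. F/F and ChMKO mice did not overlap for 216 genes (2.03%), where chance gives 2.86%. Myog measured 2.96 FPKM in F/F and 7.78 FPKM in ChMKO mice, a log2 fold change of 1.04 (limma adjusted p = 0.532, 0.0791 over the list alone), and 0.81 within set B.

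Apart from Tnnc2, the log2 fold changes of the 10 tested fiber markers between genotypes in hypoxia ran from -0.063 (Myh4) to 0.34 (Tnni1), with a smallest limma adjusted p of 0.581. The slow-twitch score was 4.41 in F/F and 4.55 ± 1.10 in ChMKO mice (SD, n = 4; exact permutation p = 0.886, adjusted 0.886). The difference of 0.14 changed to -0.24 without Hypo ChMKO mouse c345 and to 0.60 without Hypo ChMKO mouse c333, and it was 0.03 within set B. The fast-twitch score differed by 0.01 (exact permutation p = 0.943), and by -0.05 within set B. Over the 5 markers other than Tnnc2, a choice made after the data were seen, it differed by 0.054 (exact permutation p = 0.514), and -0.044 within set B. Along the first and second principal components the genotypes overlapped in hypoxia (exact permutation p = 0.229 and 0.257).

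Whether the response to hypoxia differs between genotypes was tested as an interaction. Of 10751 genes, none passed the adjusted p (smallest 1.00), and 132 had an unadjusted p under 0.05, against 538 expected by chance. The library sets part both F/F groups and neither ChMKO group, and this fit ignores them. With the library set as a term, chosen after the data were seen, again none passed (smallest 0.326), and 274 had an unadjusted p under 0.05. For the slow-twitch score the interaction was 0.31 (permutation p = 0.761 over all 4900 rearrangements of genotype within condition), and for the fast-twitch score 0.01 (permutation p = 0.912), or 0.037 without Tnnc2 (permutation p = 0.729). The paper concludes in its discussion that ChREBP deletion had minimal effects on the remodeling of myofibers by hypoxia.

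**Figure D1:**
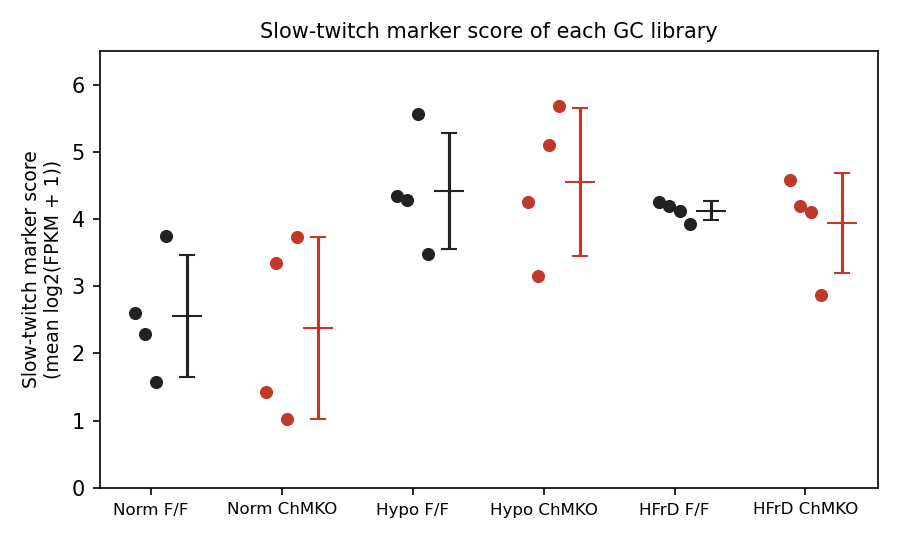
Slow-twitch score (mean of log2(FPKM + 1) over 5 slow-twitch markers, vertical axis) of each GC library in Norm, Hypo and HFrD, by genotype. Points are single mice (n = 4 per group), and the lines give the mean ± SD. Norm F/F libraries sit between 1.57 and 3.75 and Hypo F/F libraries between 3.48 and 5.56, and the ChMKO libraries of each condition overlap those of the F/F mice.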

Venn diagram comparison revealed merely 21 overlapping DEGs between two datasets: hypoxia-responsive DEGs in control mice (F/F_DEGs: Norm_F/F vs. Hypo_F/F) and genotype-dependent DEGs under hypoxic conditions (H_DEGs: Hypo_F/F vs. Hypo_ChMKO) (Figure 5F).

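Between Norm and Hypo F/F mice 18 of 10740 genes passed the study's criterion, 10 higher and 8 lower in hypoxia, and none passed the adjusted p, while 411 had an unadjusted p under 0.05. Norm and Hypo libraries did not overlap for 326 genes (3.04%), where chance gives 2.86%. Without Norm F/F mouse c369 the count was 32, and a pseudocount of 0.1 gave 39. With the library set as a term it was 20, within set A 49 and within set B 23. Over the 10536 genes tested in both comparisons, 16 passed for hypoxia in F/F mice and 6 for genotype in hypoxia, and 1 gene, Mybph, passed both. It was higher in hypoxia by 1.03 and higher in Hypo ChMKO than in Hypo F/F mice by 1.15 on the log2 scale. If the lists were independent, 0.00911 genes would be shared (Fisher's exact test, p = 0.00908). The lists share the Hypo F/F libraries, so they are not independent. In 100 simulations in which no gene changed and the same libraries were shared, 31 gave at least as many shared genes. No gene was shared with the library set as a term or without Hypo F/F mouse c361. Across genes the fold changes had a correlation of 0.0977, and genes are not independent replicates. The simulations without any change had a median of -0.603. They drew the spread between libraries at random and did not keep the library sets balanced, as they are in Norm and Hypo F/F mice. The simulated values are therefore no exact measure of chance here.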

We then conducted a combined enrichment analysis on hypoxia-induced F/F_DEGs and ChMKO_DEGs (Norm_ChMKO vs. Hypo_ChMKO). The 24 shared upregulated genes were predominantly enriched in gene sets associated with skeletal muscle structure and function (Figure S4G,H). In contrast, enrichment analysis of DEGs exclusive to hypoxic ChMKO mice (88 upregulated and 339 downregulated) revealed that these genes were primarily enriched in metabolic processes, with minimal involvement in skeletal muscle-related pathways (Figure S4I,J).

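Between Norm and Hypo ChMKO mice 107 of 10676 genes passed the study's criterion, 27 higher and 80 lower in hypoxia. With the adjusted p 20 passed, 8 higher and 12 lower, and 1613 had an unadjusted p under 0.05. Those adjusted counts rest on single libraries, from 3 genes without Hypo ChMKO mouse c332 to 40 without Hypo ChMKO mouse c333. The groups did not overlap for 1047 genes (9.81%), where chance gives 2.86%. Over the 10460 genes tested in both genotypes, 14 passed in both, 9 higher and 5 lower in hypoxia in each, where independent lists would share 0.130 (Fisher's exact test, p = 2.11e-28). That test takes genes as independent replicates, which they are not. Of 100 regroupings of the libraries, the real one included, 3 gave as many shared genes. The fold changes of the genotypes had a correlation of 0.591 across genes.

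The shared genes that rose were Tnni1, Tnnt1, Tnnc1, Myh7, Tpm3, Atp2a2, Csrp3, Dusp26 and Mybph. In ChMKO mice Myh7 rose from 5.03 to 33.3 FPKM, a log2 fold change of 2.75 (limma adjusted p = 0.165, 0.0587 over the list alone), and Csrp3 rose by 2.02 (limma adjusted p = 0.0472). Myod1, Slc25a30, Sbk2, Neto2 and 1700001O22Rik fell in both genotypes. Myod1 fell in ChMKO mice from 19.4 to 5.83 FPKM (log2 fold change -1.59, limma adjusted p = 0.0689, 0.0200 over the list alone). A pseudocount of 0.1 gave 24 shared genes, and the adjusted p none. With the library set as a term 15 were shared.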

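Of the genes tested in both genotypes, 71 passed the study's criterion between Norm and Hypo in ChMKO mice alone, 18 higher and 53 lower in hypoxia. Passing in a single genotype does not show that the genotypes differ, and the interaction test gave no gene past the adjusted p. With the adjusted p in place of the uncorrected one the number was 20, and with a pseudocount of 0.1 it was 120. Among the genes of this comparison that fell, Mup7 fell most, with a log2 fold change of -4.65 (limma adjusted p = 0.0268, above 0.05 in 3 of 8 fits without a single library), a gene that hepatocytes express. Without the genes that rise together with liver transcripts over the F/F libraries, an alternative chosen after the data were seen, 44 genes passed in ChMKO mice alone and 64 in the whole comparison.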

We further explored the role of ChREBP in skeletal muscle remodeling triggered by high-fructose diet challenge. Wild-type mice were fed a HFrD for 14 days to assess ChREBP activation. We found that in the small intestine, *ChREBP-α* (*p* = 0.003), *ChREBP-β* (*p* = 0.01) and its downstream target gene *Pklr* were significantly activated (*p* < 0.001) (Figure S5A). However, in GC, *ChREBP* expression remained unaltered (Figure S5B). Additionally, quantitative analysis revealed that the HFrD induced modest fluctuations in fast-twitch myofiber markers, while leaving slow-twitch fibers largely unaffected (Figure S5C,D).

We subsequently extended the HFrD intervention to three months, resulting in significant reductions in both body weight and fat/body weight, as well as an increase in lean/body weight (*p* < 0.001) (Figure S5E). 

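HFrD F/F and HFrD ChMKO mice, 4 each, overlapped on the first and the second principal component of the 24 GC libraries (exact permutation p = 0.657 and 0.857). Of 10515 genes, Ddit4 and Trim63 passed the study's criterion, both higher in ChMKO mice. No gene passed it with the adjusted p, while Mlxipl and Dysf, a gene named here after its values were seen, had an adjusted p under 0.05 at a smaller change, and 774 had an unadjusted p under 0.05. Without HFrD ChMKO mouse C299 the criterion gave 8 genes, and without HFrD ChMKO mouse C293 it gave 1. For 470 genes (4.47%) the genotypes did not overlap, where chance gives 2.86%. Mlxipl measured 9.26 ± 1.13 FPKM in F/F and 4.40 ± 0.102 FPKM in ChMKO mice (SD, n = 4 each; log2 fold change -0.92, standard error 0.0732, limma adjusted p = 0.00307). All 8 libraries belong to set A, so the library sets play no part in this comparison of genotypes within the diet.

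Of the 22 tested genes that the paper names, 2 passed when adjusted over the list alone and 1 over all genes. Beside Mlxipl this was Myh2, lower in ChMKO mice at 244 ± 47.7 FPKM (SD, n = 4; log2 fold change -0.58, limma adjusted p = 0.558 over all genes and 0.0216 over the list alone). The fast-twitch score differed by -0.18 (exact permutation p = 0.0571, adjusted 0.229), with 3 of 4 ChMKO libraries below all F/F libraries. Without HFrD F/F mouse C301 the difference was -0.22 with an exact permutation p of 0.0286. Over the 5 fast-twitch markers other than Tnnc2, a choice made after the data were seen, it was -0.17, and all 4 ChMKO libraries lay below all F/F libraries (exact permutation p = 0.0286, unadjusted and the smallest that 4 against 4 allow), with -0.13 without HFrD ChMKO mouse C309 (exact permutation p = 0.0571). The slow-twitch score differed by -0.19 (exact permutation p = 0.8), from -0.40 without HFrD ChMKO mouse C291 to 0.17 without HFrD ChMKO mouse C309. The interaction of genotype and diet gave no gene past the adjusted p of 10734 (smallest 0.334). At an unadjusted p under 0.05 there were 1107 genes against 537 expected, and 17 of 100 permutations of the genotype gave as many. Without Norm F/F mouse c369, 1093 genes passed the adjusted p. The library sets enter this interaction, since Norm ChMKO libraries are all in set B, HFrD libraries all in set A and Norm F/F libraries in both. With the library set as a term, which here rests on the 4 Norm F/F libraries, no gene passed (smallest 0.101) and 409 had an unadjusted p under 0.05. The interaction was -0.01 for the slow-twitch score (permutation p = 0.989) and -0.17 for the fast-twitch score (permutation p = 0.131), or -0.19 without Tnnc2 (permutation p = 0.0714).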

Transcriptomic analysis indicated that muscle-specific ChREBP ablation did not induce obvious transcriptional separation between ChMKO and F/F groups (Figure S5F). 

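In F/F mice on the high-fructose diet, Myh7 rose from 5.38 to 21.3 ± 3.64 FPKM (SD, n = 4), a log2 fold change of 2.12 (standard error 0.492, limma adjusted p = 0.145). Tnni1, Tnnt1 and Tnnc1 rose by 1.74, 1.69 and 1.94, with limma adjusted p-values of 0.148, 0.148 and 0.155 over all genes. Adjusted over the list alone, 6 of the 21 tested genes that the paper names passed, these 4 and Mlx and Myl1, which fell by 0.42 and 0.37 on the log2 scale. The HFrD libraries all belong to set A, and against the 2 Norm F/F mice of set A Myh7 rose by 2.13 (limma adjusted p = 0.00467). The slow-twitch score was 4.12 ± 0.14 on the diet (SD, n = 4), above all Norm F/F libraries in 4 of 4 mice (exact permutation p = 0.0286, adjusted 0.114). The rise was 1.57 pooled and 1.68 within set A. Without a single library the rise stayed between 1.24 and 1.97, and the groups never overlapped (lowest HFrD 3.92, highest Norm 3.75). In 4 of 8 such fits the unadjusted permutation p was no longer under 0.05. With fewer splits left this can occur without any overlap, so it does not show that the rise rests on single libraries. Tested as a set, 11 of 11 genes of the slow-twitch sarcomere were higher, by a median of 1.11 (camera adjusted p = 1.65e-08), a call that does not hold under fry (adjusted p = 0.239) or with an estimated correlation (0.551).

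Mlxipl in F/F mice was 8.63 ± 1.05 FPKM in normoxia and 9.26 FPKM on the diet, a log2 fold change of 0.09 (standard error 0.109, limma adjusted p = 0.569), and 0.06 within set A.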

Although slow-twitch fiber markers were increased in skeletal muscle, muscle ChREBP expression remained stable (Figure S5G,H).

Finally, we compared the skeletal muscle transcriptional alterations induced by hypoxic exposure and long-term high-fructose feeding. 

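Between Norm and HFrD F/F mice 45 of 10707 genes passed the study's criterion, 26 higher and 19 lower on the diet. None passed it with the adjusted p, while 2531 had an unadjusted p under 0.05. The median log2 fold change of all genes was -0.10, and after rescaling 39 were higher and 7 lower. Chance gives 2.86% of genes without overlap between the groups, and 1734 genes (16.2%) had none. Single libraries move this count, from 26 without Norm F/F mouse c368 to 175 without Norm F/F mouse c397. Norm F/F mice lie in both library sets and HFrD mice in set A alone. With the set as a term 30 genes passed, 14 of them among the 45, and within set A 32 passed, 17 of them also at the adjusted p.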

RNA-seq profiling of GC muscles from F/F mice identified 483 DEGs responsive to long-term high-fructose feeding (HFrD_DEGs) and 187 hypoxia-inducible DEGs (Hypo_DEGs). 

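Hypoxia and the high-fructose diet were compared over the 10604 genes tested for both in F/F mice, of which 18 passed the study's criterion for hypoxia and 45 for the diet. Of these, 7 passed for both, against 0.0764 expected of independent lists (Fisher's exact test, p = 4.67e-13). They were 6 that rose in both and Mybph, which rose by 1.03 in hypoxia and fell by 1.00 on the diet. No gene fell in both. Both comparisons use the same Norm F/F libraries, so they are not independent. In 100 simulations in which no gene changed and those libraries were shared, 2 gave at least as many shared genes, and the median was 0. The number was 5 without Norm F/F mouse c368 and 13 without Norm F/F mouse c369, 8 with the library set as a term, and 0 with the adjusted p. Across all genes the fold changes had a correlation of 0.188, and the simulations, in which no gene responds, had a median of 0.583. These simulations also did not keep the library sets as they fall in the groups, so they give no exact measure of chance. Genes are not independent replicates either, and 9 of 100 regroupings of the libraries, the real one included, gave as many shared genes.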

Notably, Venn diagram intersection revealed a set of 60 overlapping DEGs altered under both experimental stress models (Figure 5G). Among these, 18 commonly upregulated DEGs were predominantly enriched in pathways governing skeletal muscle structure and composition (Figure 5H and Figure S5I).

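The genes that rose in both were Tnni1, Tnnt1, Tnnc1, Myh7, Tpm3 and Atp2a2. Tpm3 rose by 1.21 in hypoxia and 1.11 on the diet, and Atp2a2 by 1.22 and 1.15 on the log2 scale. All 6 encode proteins of the sarcomere or of calcium uptake in slow-twitch fibers, and without Norm F/F mouse c369 there were 12. In its discussion the paper proposes molecular crosstalk between the 2 stresses from the pathways of the shared genes, and calls the link hypothesis-generating.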

### 3.5. ChREBP Overexpression Promotes Myogenic Differentiation in C2C12 Cells In Vitro

We further investigated the function of ChREBP in post-injury muscle repair and regeneration. The C2C12 cell line is a well-established model for the in vitro examination of myogenic differentiation and the structural function of myotubes. We found that ChREBP expression tended to increase during the early stage of C2C12 myogenic differentiation (*p* = 0.008) (Figure S6A,B). Given the relatively low endogenous expression of ChREBP in C2C12 cells, we therefore established a ChREBP-overexpressing (Ch-OE) cell line using lentiviral vectors. Successful overexpression was confirmed at both mRNA and protein levels (*p* < 0.001) (Figure 6A,B). We found that myogenic differentiation was markedly accelerated in Ch-OE cells relative to empty-vector controls (Figure 6C).

Consequently, RNA-seq analysis demonstrated a clear transcriptional separation between the control and Ch-OE groups (Figure 6D). 

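C2C12 is a mouse myoblast line that fuses into myotubes. Control cells (CON) and cells that overexpress ChREBP (Ch-OE) were profiled on day 7 of differentiation, with 4 libraries each. The authors deposited a value per gene and library rounded to 2 decimals, whose unit the values show to be FPKM, and read totals cannot be recovered from it, so the depth is unknown. Symbols came from NCBI gene identifiers, of which 17842 of 17898 matched. The 10 most abundant genes took 5.94% to 6.21% of the FPKM of each library. The limma test described for the chow mice was applied to 11972 genes. The 4 libraries of each group were taken as independent, since the paper's methods give at least 4 independent biological replicates per RNA-seq group. For the qPCR of these cells the paper counts separate culture wells as biological replicates, and it describes stable, selected lines. If the libraries are wells too, the p-values measure the spread between wells. Other differences between the CON and Ch-OE lines then cannot be told apart from ChREBP.

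Mlxipl (58805) was listed at 0 in 3 CON libraries and at 0.02 FPKM in the other, and measured 13.4 ± 0.409 FPKM (SD, n = 4) in Ch-OE cells (limma adjusted p = 8.03e-13). The first principal component carried 59.7% of the variance, and CON and Ch-OE libraries did not overlap on it (exact permutation p = 0.0286, the smallest that 4 against 4 allow). The second carried 10.5% (exact permutation p = 0.8). Of 11972 genes, 46 passed the study's criterion, 28 higher and 18 lower in Ch-OE cells, and 45 passed it with the adjusted p. CON and Ch-OE libraries did not overlap for 3750 genes (31.3%), where chance gives 2.86%. Among the alternatives set before the data were examined, a pseudocount of 0.1 moved the count most, to 128. Together with no filter, chosen after the data were seen, it gave 232.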

GO enrichment analysis indicated that the upregulated DEGs were predominantly associated with pathways involved in skeletal muscle development and function (Figure 6E and Figure S6C). 

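Of the 20 tested genes that the paper names, 15 passed when adjusted over the list alone and 13 over all genes. Myog (17928), which encodes myogenin, rose from 47.2 ± 1.96 to 75.5 ± 3.20 FPKM (SD, n = 4 each), a log2 fold change of 0.67 (standard error 0.0384, limma adjusted p = 4.39e-07) with all 4 Ch-OE libraries above all CON libraries. Tnni1 rose by 0.50, Tnnt1 by 0.50, Tnnc1 by 0.44, Tnnt3 by 0.49, Tnni2 by 0.39 and Myl1 by 0.52 on the log2 scale. Myh7 rose from 0.772 to 1.13 FPKM (log2 fold change 0.27, limma adjusted p = 0.00777). Myh1 fell from 10.3 to 6.98 FPKM (log2 fold change -0.50, limma adjusted p = 7.65e-06), and Myh4 from 4.73 ± 0.199 to 3.61 ± 0.330 FPKM (log2 fold change -0.32, limma adjusted p = 0.00226). Myod1 changed by -0.06 (limma adjusted p = 0.313) and Pax7 by 0.11 (limma adjusted p = 0.124). All of these changes are below the study's limit of 1 on the log2 scale.

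Apart from Mlxipl, the genes past the adjusted p that rose most were Cnn1, from 0.0725 to 12.5 FPKM (log2 fold change 3.65), and Actg2, from 8.79 to 70.6 FPKM (log2 fold change 2.87), each with a limma adjusted p of 9.71e-13. Colec10, Mmp3 and Apoc1 fell most, with log2 fold changes of -1.94, -1.85 and -1.53.

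The slow-twitch score rose from 4.34 ± 0.02 to 4.71 ± 0.02 (SD, n = 4 each; exact permutation p = 0.0286, adjusted 0.114 over 12 comparisons). The fast-twitch score changed by 0.03 (exact permutation p = 0.286, adjusted 0.686), and by -0.04 with a pseudocount of 0.1.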

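Of the 56 tested genes of the myogenesis set, 50 were higher in Ch-OE cells, by a median of 0.34 on the log2 scale. Its camera adjusted p was 8.59e-18 over 7 sets, and the call holds in fry (adjusted p = 1.24e-06) and with an estimated correlation (adjusted p = 0.00957). For muscle structure, 7 of 10 tested genes of the slow-twitch sarcomere were higher (median 0.35, camera adjusted p = 0.00265) and 9 of 12 of the fast-twitch sarcomere (median 0.28, camera adjusted p = 0.00154). Both hold in fry (6.93e-05 and 0.000282) and neither with an estimated correlation (0.199 and 0.223). Of the 18 tested glycolysis enzymes, 5 were higher and 13 lower, with a median log2 fold change of -0.10 (camera adjusted p = 0.0230). This call holds in fry (adjusted p = 0.0108) and not with an estimated correlation (0.467). The respiratory chain had 55 of 77 genes higher (camera adjusted p = 0.0121, fry 0.156). Pkm, a glycolysis enzyme, changed by -0.03 (limma adjusted p = 0.475). In its discussion the paper proposes Myog as a candidate mediator of the effect of ChREBP on differentiation.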

GSEA revealed significant activation of pathways related to myogenesis, glycolysis and muscle structure (Figure 6F–I). Furthermore, we quantified mRNA levels of canonical myofiber marker genes at day 4, 6 and 8 post differentiation induction. The results indicated that the mRNA expression levels of *Myh4* and *Myh7* in Ch-OE cells were significantly elevated compared to control cells, and this difference increased progressively during differentiation (Figure 6J,K). Moreover, the expression of *Myl1*, *Myl2*, *Myl3*, *Tnnc1*, *Tnni1*, *Tnnt1*, *Tnnc2*, *Tnni2* and *Tnnt3* was also upregulated on day 4 and 6 (Figure S6D).

To explore the molecular mechanism underlying ChREBP-mediated promotion of myogenic differentiation, we analyzed the expression of core myogenic regulators including *Pax7*, *Myod1*, and *Myog*. The difference in *Myog* mRNA expression between groups was most pronounced at the early differentiation stage and gradually attenuated thereafter (Figure 6L). Consistently, MYOG protein abundance was already markedly increased in proliferating Ch-OE myoblasts before differentiation was initiated (Figure S6E,F).

### 3.6. Genetic Ablation of ChREBP Exerts Negligible Impacts on Skeletal Muscle Injury Regeneration

To investigate the role of ChREBP in myogenesis in vivo, we established an acute skeletal muscle injury model by administering CTX into the TA of ChMKO mice (Figure 7A). EMG signals were recorded from the TA muscles at 14 dpi. Quantitative analysis revealed no significant differences in the recovery of contractile function relative to the uninjured contralateral TA between genotypes (Figure 7B). We further evaluated post-injury muscle atrophy at 14 dpi, and the extent of muscle weight loss was comparable between ChMKO and F/F littermates (Figure 7C).

We used desmin and WGA to label regenerating myofibers and the sarcolemma, respectively. Morphometric analysis revealed no obvious differences in the area of desmin-positive regenerating tissue among groups (Figure 7D,E).

We next analyzed the potential functions of ChREBP in MuSCs with GSE59272 dataset from the Gene Expression Omnibus (GEO) database [37], which comprises microarray expression profiles of mouse primary MuSCs at distinct differentiation stages. Our analysis showed that ChREBP expression gradually rises alongside progressive differentiation of activated satellite cells (Figure S7A). Primary MuSCs isolated from ChREBP-Flox mice were subsequently transduced with Cre-expressing adenovirus and cultured in medium supplemented with 2% horse serum to induce differentiation. Immunoblot analysis confirmed efficient ChREBP knockout in differentiated myotubes (Figure S7B). Additional immunofluorescent staining and morphometric analysis demonstrated similar myogenic dynamics and cell fusion characteristics of MuSCs between groups (Figure 7F and Figure S7C).

qRT-PCR confirmed robust downregulation of ChREBP expression following Ad-Cre treatment (*p* < 0.001) (Figure S7D). The core myogenic transcription factors *Pax7*, *Myod1* and *Myog* showed no significant differences between groups (Figure S7E–G). Similarly, mRNA levels of pan-myofiber markers (*Myh7*, *Myh2*, *Myh1* and *Myh4*) remained unaltered after ChREBP ablation (Figure 7G–J).

### 3.7. Overexpression of ChREBP Enhances Skeletal Muscle Regeneration In Vivo

Consequently, we further explored the in vivo effects of ChREBP overexpression on skeletal muscle repair after acute injury (Figure 8A). Successful protein overexpression was first validated (Figure 8B). ChREBP overexpression caused no substantial changes in basal muscle contractile function (Figure 8C). Of note, at 14 dpi, EMG analysis revealed a trend toward improved contractile strength recovery in the TA muscle of the ChREBP-overexpressing group compared with empty-vector controls (AAV-GFP: 92.24 ± 5.62 vs. AAV-ChREBP: 98.14 ± 1.61, *p* = 0.084) (Figure 8D).

Quantitative analysis showed significantly larger desmin-positive regenerating areas in AAV-ChREBP-injected TA relative to AAV-GFP controls at 7 days post CTX injury (*p* = 0.003) (Figure 8E). We further measured the CSA of newly formed centronuclear myofibers at 14 days post CTX injury and observed a larger mean myofiber size in the ChREBP-overexpressing group (*p* = 0.031) (Figure 8F). We additionally measured intramuscular IL-13, TNF-α and IFN-γ levels at 7 dpi. No detectable differences in these inflammatory cytokines were observed between F/F and ChMKO mice (Figure S8A–C).

## 4. Discussion

The present study explored the roles of ChREBP in skeletal muscle physiology, adaptive remodeling and injury repair. Our findings demonstrate that ChREBP exerts distinct functions under different biological states: its genetic ablation has little impact on basal muscle homeostasis, as well as on myofiber remodeling induced by hypoxia or high-fructose challenges. In contrast, ChREBP promotes myogenic differentiation and facilitates the regeneration of damaged skeletal muscle.

### 4.1. ChREBP Deficiency Exerts Negligible Effects on Basal Muscle Homeostasis and Adaptive Remodeling

Previous research has identified several regulators involved in the coordination between myofiber phenotype and muscle metabolic homeostasis, including transcription factor sex-determining region Y-box 6 (SOX6), nuclear receptors including peroxisome proliferator-activated receptors (PPARs) and estrogen-related receptors (ERRs), myocyte enhancer factor 2C (MEF2C), as well as co-regulators such as peroxisome proliferator-activated receptor gamma coactivator 1α (PGC1α), nuclear receptor corepressor 1 (NCoR1), histone deacetylases (HDACs), mixed-lineage leukemia 4 (MLL4), and calcineurin/nuclear factor of activated T cells (NFAT) [38,39,40,41,42,43]. Nevertheless, whether ChREBP participates in the regulation of skeletal muscle fiber composition and metabolic status remains unclarified.

In the present study, we originally hypothesized that ChREBP would be involved in multiple physiological processes of skeletal muscle. Contrary to our expectation, studies with muscle-specific knockout mice and local AAV-driven overexpression demonstrated that ChREBP deletion did not lead to measurable alterations in exercise performance, general metabolic function, or myofiber composition under the current experimental settings. In addition, ChREBP ablation had minimal effects on hypoxia- or HFrD-triggered myofiber remodeling. Taken together, these findings indicate that ChREBP is largely dispensable for maintaining basal muscle homeostasis and stress-induced adaptive remodeling.

The mild phenotype of ChMKO mice is most likely caused by functional compensation by another glucose-sensing transcription factor, MondoA (also referred to as MLX-interacting protein, MLXIP). Both MondoA and ChREBP are members of the bHLH/LZ family of transcription factors, which are capable of forming heterodimeric complexes with Max-like protein X (MLX) to modulate gene expression in response to glucose and other nutrients [22,24,44]. Previous studies have shown that MondoA regulates genes related to glucose metabolism, glycogen synthesis and insulin signaling, and is closely linked to the pathogenesis and progression of metabolic disorders including obesity, insulin resistance and type 2 diabetes mellitus [44,45]. In contrast, ChREBP responds to carbohydrate consumption and controls the expression of genes related to glycolysis and de novo lipogenesis. Despite shared structural homology and overlapping nutrient-sensing functions, MondoA and ChREBP execute distinct physiological roles and target different downstream gene networks. Existing literature documents predominant MondoA expression and function in skeletal muscle, yet ChREBP is also abundantly expressed within this tissue. The complicated crosstalk between MondoA and ChREBP, as well as their respective downstream transcriptional cascades, has not been fully characterized to date.

Our transcriptomic analyses further revealed that hypoxic exposure upregulated slow-twitch myofiber signature genes, a transcriptional pattern highly similar to that induced by long-term HFrD feeding. Shared DEGs identified under hypoxic and high-fructose conditions were primarily enriched in pathways governing myofiber type switching, indicating potential molecular crosstalk underlying skeletal muscle adaptive responses to these two distinct stress stimuli. However, a direct comparison of fructose catabolism and hypoxia-driven metabolic rewiring is beyond the scope of the current study. Therefore, the putative molecular association between hypoxic stress and dietary metabolic stress remains a hypothesis-generating observation and requires comprehensive experimental validation in dedicated follow-up investigations.

Since hypoxia and HFrD were primarily applied as stress stimuli for myofiber adaptive remodeling in this study, dynamic alterations of fructose metabolism in skeletal muscle were not specifically assessed in our experimental system. Our RNA-seq datasets illustrated that chronic high-fructose feeding did not trigger obvious transcriptional shifts in muscle *ChREBP* or *SLC2A5* (Solute carrier family 2 member 5, GLUT5). 

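Slc2a5 (ENSMUSG00000028976) was at most 0.0318 FPKM in any Norm F/F mouse and was listed at 0 in all 4 HFrD F/F mice. Its highest value in any of the 24 GC libraries was 0.0545 FPKM, so a fall or a small rise could not be detected at this depth. A rise to the mean of 0.5 FPKM at which genes were tested was not seen. Khk, the gene of ketohexokinase, measured 5.35 FPKM in Norm F/F and 4.50 FPKM in HFrD F/F mice (n = 4 each), a log2 fold change of -0.20 with a limma adjusted p of 0.355, and -0.07 against the Norm F/F mice of library set A. In ChMKO mice Khk changed by -0.53 (limma adjusted p = 0.00215) and Mlxipl by 0.33 (limma adjusted p = 0.000387), but there the diet and the library set cannot be told apart, since the Norm ChMKO libraries are all in set B and the HFrD ChMKO libraries all in set A.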

Although transcriptomic changes alone cannot rule out potential functional variations in fructose transport and metabolism, these negative transcriptional outcomes prompted us to further focus on the regulatory effects of ChREBP on myofiber phenotypic remodeling. Even so, the lack of systematic protein and metabolite validation of core fructose catabolic enzymes restricts our capacity to fully delineate muscle fructose metabolic networks under ChREBP deficiency. Subsequent research will incorporate the detection of rate-limiting metabolic enzymes and untargeted metabolomic profiling to accurately decipher time-dependent dynamic shifts in fructose metabolism upon muscle-specific ChREBP ablation.

### 4.2. ChREBP Appears to Facilitate Myogenic Differentiation and Promote Skeletal Muscle Regeneration

The plasticity of skeletal muscle is further demonstrated by its remarkable regenerative capacity. Notably, we identified a pro-regenerative role of ChREBP in myogenic differentiation. Specifically, gain-of-function experiments in C2C12 myoblasts demonstrated that ChREBP overexpression substantially promotes myogenic differentiation, accompanied by elevated expression of *Myh7*, *Myh4*, and multiple troponin isoforms. MYOG was significantly upregulated at the early stage of differentiation. Consistently, local AAV-mediated ChREBP overexpression enhanced histological indices of regeneration, including desmin-positive regenerative area and the cross-sectional size of newly formed myofibers following CTX-induced injury.

Muscle repair after injury is a highly orchestrated process involving myofiber degeneration, inflammatory infiltration, de novo myogenesis and tissue maturation, which relies on the coordinated crosstalk among MuSCs, immune cells and stromal cells [46]. Given that MuSCs serve as the primary cellular source for muscle regeneration, we further examined the intrinsic function of ChREBP in primary MuSCs. Our analysis of the GSE59272 dataset demonstrated a gradual increase in ChREBP levels during myogenic differentiation. It is well established that satellite cell activation is accompanied by increased energy demand and profound metabolic remodeling, including enhanced glycolysis [47]. In line with this notion, GSEA of cellular experiments demonstrated that higher ChREBP levels correlate with strengthened glycolytic activity in C2C12 cells. Despite the supportive correlative evidence linking ChREBP to myogenic metabolic reprogramming, our loss-of-function results suggest that endogenous ChREBP is not strictly required for MuSCs differentiation under basal culture conditions. Notably, primary MuSCs isolated via enzymatic digestion in this in vitro system cannot fully recapitulate the transition from quiescent to activated states that occurs in vivo. Therefore, whether ChREBP participates in MuSCs activation and subsequent myogenic differentiation during in vivo regeneration remains speculative and requires further validation.

The progression of myogenic differentiation is tightly governed by the sequential activation and repression of core transcription factors, including *Pax7*, *Myod1* and *Myog* [48]. *Pax7* maintains the undifferentiated state of myoblasts and declines throughout differentiation; *Myod1* drives myogenic commitment at the early stage, while *Myog* functions in mid-to-late differentiation to facilitate cell fusion and the expression of muscle structural proteins such as troponin. We detected no obvious changes in *Pax7* and *Myod1* expression in ChREBP-overexpressing C2C12 cells. In contrast, differential *Myog* expression was observed as early as day 4 after differentiation induction. The intergroup difference in *Myog* mRNA was most prominent in early differentiation and gradually attenuated over time. Consistent with the transcriptional pattern, MYOG protein levels appeared to be elevated in ChREBP-overexpressing myoblasts even during the proliferative stage. Collectively, these observations suggest that ChREBP overexpression has minimal impacts on *Pax7*-associated myoblast proliferation and *Myod1*-guided differentiation initiation. Instead, the accelerated cell fusion and increased *Myog* expression raise the possibility that *Myog* serves as a candidate downstream mediator of ChREBP during myogenic progression.

Our AAV-mediated overexpression model further confirmed the positive regulatory effect of ChREBP on muscle injury repair. As a preliminary approach to explore whether ChREBP governs skeletal muscle regeneration, the AAV-mediated overexpression system permits rapid and straightforward characterization of its overall effects. However, this non-cell-specific manipulation cannot distinguish which cell population mediates the pro-regenerative actions of ChREBP. Since immune and inflammatory signaling are critical modulators of MuSCs expansion [36], we further examined whether ChREBP overexpression modulates inflammatory responses during muscle regeneration. Our results showed that CTX injury robustly induced the expression of IL-13, TNF-α and IFN-γ in TA muscle, yet the injury-triggered inflammatory responses were comparable between control and ChREBP-overexpressing groups. These findings exclude inflammatory cytokine signaling as a major downstream mechanism of ChREBP-mediated muscle regeneration.

In addition to immune factors, various cytokines and growth factors derived from mature muscle fibers are also recognized as playing pivotal roles in regulating muscle repair and growth, such as myostatin, transforming growth factor-β (TGF-β), Dickkopf-related protein 3 (DKK3), and insulin-like growth factor-1 (IGF-1) [49,50,51]. Notably, our ChMKO mice, with ChREBP specifically deleted in differentiated myofibers, retained normal regenerative capacity after acute CTX injury, indicating that ChREBP in mature myofibers is unlikely to be a key mediator of paracrine-dependent muscle repair.

Taken together, our results imply that MuSCs are likely the main cellular target through which ChREBP promotes skeletal muscle regeneration. However, two major gaps remain to be addressed. First, the temporal expression pattern of endogenous ChREBP in MuSCs throughout the course of muscle regeneration has not been comprehensively profiled. Second, conclusive evidence defining the biological function of ChREBP exclusively within MuSCs is still missing; this underscores the need to generate and phenotype MuSCs-specific knockout and overexpression mouse models.

Furthermore, as a canonical transcription factor, mapping ChREBP’s key downstream target genes and delineating its transcriptional regulatory network are indispensable to unravel the molecular basis for ChREBP-governed myogenesis and muscle regeneration. Our present results pinpoint *Myog* as a plausible downstream effector mediating ChREBP-dependent myogenic differentiation; further rigorous investigations encompassing transcriptional binding characterization and hierarchical functional verification are essential to consolidate this regulatory axis. Nevertheless, such comprehensive mechanistic validation falls beyond the scope of the present study, representing one of the primary limitations that preclude full clarification of their precise regulatory interplay.

### 4.3. Methodological and Experimental Limitations

Several methodological and technical limitations should be acknowledged in the present work. The scope of in vivo functional evaluation was constrained by the selected readouts and animal strains. We assessed muscle function via swimming endurance, grip strength, gait kinematics and systemic metabolic phenotyping. Nonetheless, these measurements cannot recapitulate the full spectrum of myofiber contractile properties and intrinsic physiological characteristics. Several complementary assays, including treadmill endurance testing, ex vivo muscle force recording, fatigue tolerance assessment and mitochondrial respiratory capacity profiling, were not included in the current experimental setup. Incorporating these approaches in future work will support a more comprehensive interpretation of skeletal muscle functional phenotypes under metabolic or hypoxic stress.

Additionally, the MCK-Cre mouse model used in this study has inherent caveats. While this strain is widely employed for skeletal muscle-specific gene manipulation, Cre-mediated recombination is also present in cardiac tissue. Given that ChREBP expression was reduced in the hearts of ChMKO mice, we cannot entirely rule out the possibility that altered cardiac function may partially contribute to the observed physiological phenotypes. The human skeletal actin Cre (HSA-Cre) line, which drives highly specific recombination in skeletal muscle with minimal activity in the heart [39,52], would be a more optimal choice to eliminate cardiac interference on exercise performance. Addressing these limitations in follow-up work will further clarify the ChREBP-dependent regulatory mechanisms governing skeletal muscle physiology and stress adaptation.

This study was statistically powered to detect biologically relevant phenotypic changes in core experimental outcomes. Nevertheless, we acknowledge that the limited sample size may hinder the detection of subtle phenotypic variations. Notably, two analyses exhibited large effect sizes without reaching statistical significance. Among these, the trending recovery of TA muscle contractile strength possessed adequate post hoc statistical power and was therefore presented in the main text. Only the index of contralateral gait coordination showed marginal insufficiency in post hoc power. Given the inherent variability of mouse gait behavior and uniformly negative outcomes across other gait parameters, this minor discrepancy likely originated from individual animal variation and does not affect the primary conclusions of the present study. Expanding sample size in future work will improve the robustness and reproducibility of relevant phenotypic observations.

This work also presents methodological limitations in transcriptomic analysis. DEGs were identified based on uncorrected *p* values (*p* < 0.05) and |log_2_FC| ≥ 1 without FDR adjustment. This exploratory screening strategy was intentionally adopted because stringent FDR filtering markedly reduced the candidate gene pool and compromised the stability and reliability of downstream functional enrichment analyses, which was the major objective of our RNA-seq profiling. Even so, we acknowledge that uncorrected statistical thresholds may introduce a moderate risk of false-positive genes and lower analytical stringency, warranting cautious interpretation of the present transcriptomic results. Future studies with larger sample sizes, FDR-adjusted statistics, and independent experimental validation will help refine the ChREBP-regulated transcriptional networks and yield more robust transcriptomic signatures in skeletal muscle.

## 5. Conclusions

Taken together, the integrated findings from our multiple experimental models indicate that genetic ablation of ChREBP exerts minor modulatory effects on skeletal muscle function and myofiber subtype composition. Consistently, loss of endogenous ChREBP does not appear to alter skeletal muscle adaptive remodeling triggered by hypoxic exposure or long-term high-fructose feeding. Beyond these negative phenotypic observations, our cellular and in vivo functional studies confirm a physiological role for ChREBP in skeletal muscle: upregulated ChREBP accelerates myogenic differentiation and moderately enhances regenerative capacity following acute muscle injury. The present study hence illustrates that ChREBP may act as one beneficial modulator supporting muscle damage repair, and these findings provide novel experimental clues for future translational research targeting skeletal muscle injury treatment and functional rehabilitation.

## Figures and Tables

**Figure 1:**
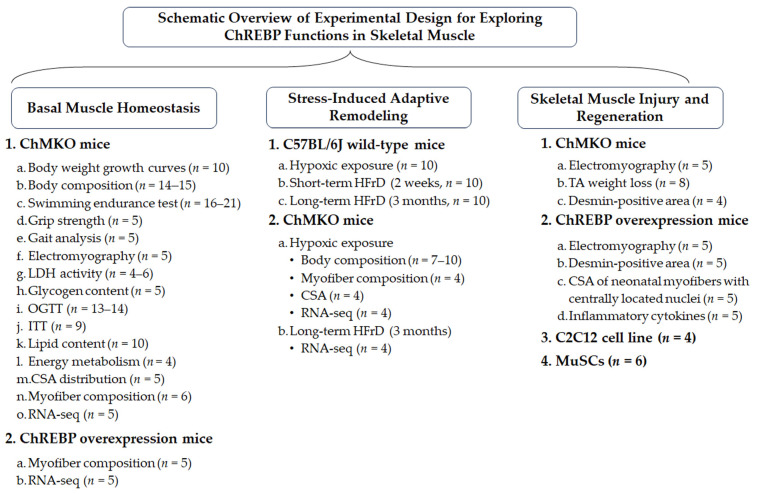
Experimental workflow and sample size summary. This schematic illustrates the three major research components of the present study: basal muscle homeostasis, stress-induced adaptive remodeling, and skeletal muscle injury and regeneration. It summarizes the animal and cell models, experimental interventions and functional assays, with the number of biological replicates (*n*) indicated for each measurement. LDH, lactate dehydrogenase; OGTT, oral glucose tolerance test; ITT, insulin tolerance test; CSA, cross-sectional area. TA, tibialis anterior.

**Figure 2:**
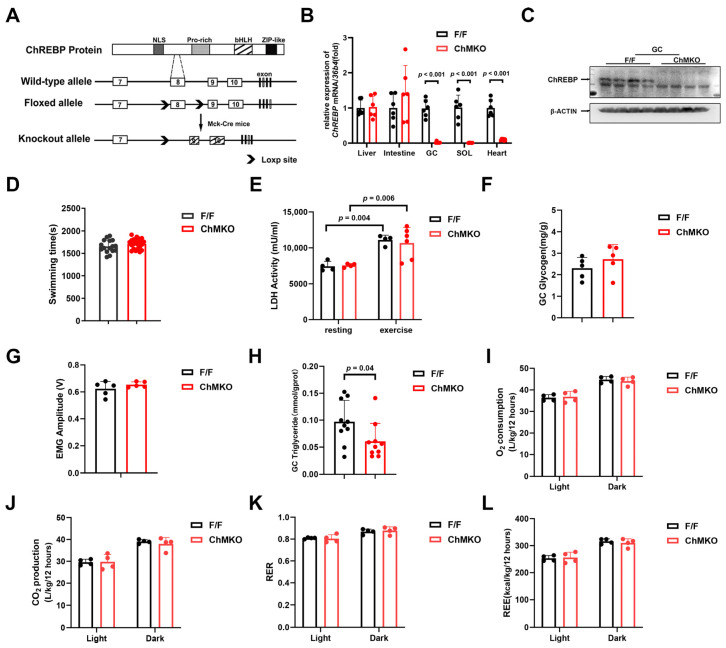
Generation of the ChMKO mouse model. (**A**) Schematic diagram illustrating the construction of ChMKO mice. NLS, nuclear localization signal. (**B**,**C**) Validation of the specificity and efficiency of ChREBP knockout by Western blot analysis and qRT-PCR, *n* = 6 biological replicates (individual mice), 2 technical replicates per sample, Welch’s *t*-test, *d* value for F/F vs. ChMKO: GC (4.22), SOL (3.93), heart (4.29), power = 1. (**D**) Exhaustive swimming test, F/F, *n* = 16; ChMKO, *n* = 21 biological replicates, *d* = 0.44. (**E**) Quantification of plasma LDH activity at baseline rest and immediately post-exhaustive swimming, F/F resting, *n* = 4; F/F exercise, *n* = 4; ChMKO resting, *n* = 4; ChMKO exercise, *n* = 6 biological replicates, 2 technical replicates per sample, two-way ANOVA followed by Bonferroni’s multiple comparisons test, *d* value for F/F vs. ChMKO: resting (0.23), exercise (0.24). (**F**) Glycogen content in the GC muscle of resting ChMKO mice, normalized to muscle wet weight, *n* = 5 biological replicates, 2 technical replicates per sample, *d* = 0.70. (**G**) EMG analysis of the TA muscle in ChMKO mice, *n* = 5 biological replicates, *d* = 0.76. (**H**) TG content in the GC muscle of ChMKO mice, normalized to total protein content, *n* = 10 biological replicates, 2 technical replicates per sample, unpaired two-tailed Student’s *t*-test, *d* = 0.99, power = 0.83. (**I**–**L**) Analysis of O_2_ consumption, CO_2_ production, RER, and REE in ChMKO mice using the TSE LabMaster system. Data were recorded during the light cycle (7:00–19:00) and dark cycle (19:00–7:00), *n* = 4 biological replicates. *d* value for F/F vs. ChMKO: O_2_ consumption (0.20, 0.42), CO_2_ production (0.08, 0.50), RER (0.17, 0.33), REE (0.18, 0.46) at light and dark cycle, respectively.

**Figure 3:**
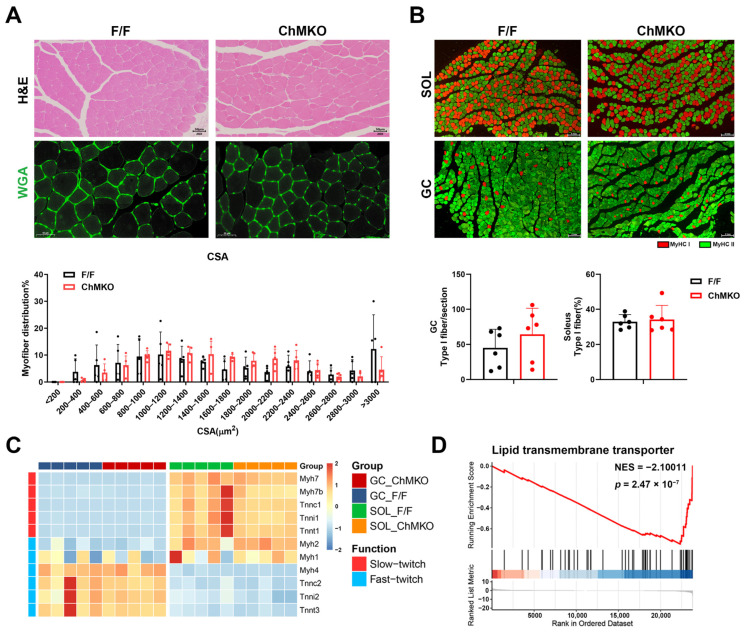
Skeletal muscle structure and fiber composition remain unaltered in ChMKO mice. (**A**) H&E and WGA staining of GC in ChMKO mice. The lower panel shows the analysis of myofiber CSA distribution. Three fields of view were captured per mouse, *n* = 5 biological replicates per group, $\eta_{p}^{2}$ = 0.01 for F/F vs. ChMKO. (**B**) Immunofluorescence staining of fast-twitch/slow-twitch myofibers in ChMKO mice. The lower panel shows the analysis of the number of slow-twitch fibers in GC and the proportion of slow-twitch myofibers in SOL, *n* = 6 biological replicates. *d* value for F/F vs. ChMKO: GC (0.60), SOL (0.22). (**C**) Heatmap of myofiber marker genes in ChMKO mice. (**D**) GSEA of DEGs derived from GC muscle; enrichment plot for the Gene Ontology (GO) term lipid transmembrane transporter activity is presented.

**Figure 4:**
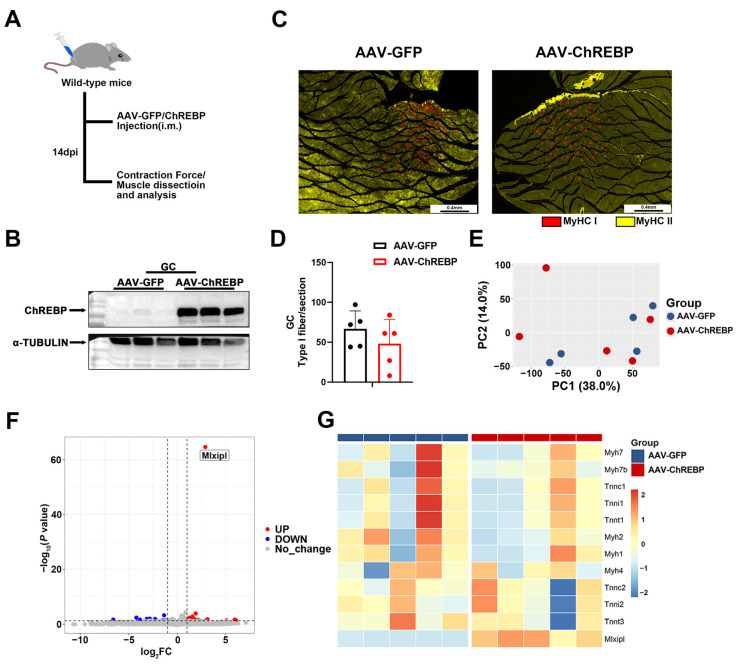
ChREBP overexpression exerts minimal effects on skeletal muscle fiber composition. (**A**) Schematic workflow of the in vivo AAV overexpression experiment. (**B**) ChREBP expression in the GC muscle was verified at 14 dpi following AAV-GFP or AAV-ChREBP injection. (**C**) Immunofluorescence staining targeting fast-twitch and slow-twitch myofibers in GC muscles post AAV injection. (**D**) Quantitative analysis of slow-twitch myofibers in GC, *n* = 5 biological replicates, *d* = 0.72. (**E**) PCA of the GC muscle at 14 dpi. (**F**) Volcano plot illustrating DEGs identified in the GC muscle at 14 dpi. Horizontal dashed line denotes the significance cutoff of *P* value; vertical dashed lines mark the log_2_FC threshold of ±1 for differentially expressed genes. (**G**) Heatmap displaying relative expression levels of canonical myofiber marker genes in GC muscle at 14 dpi.

**Figure 5:**
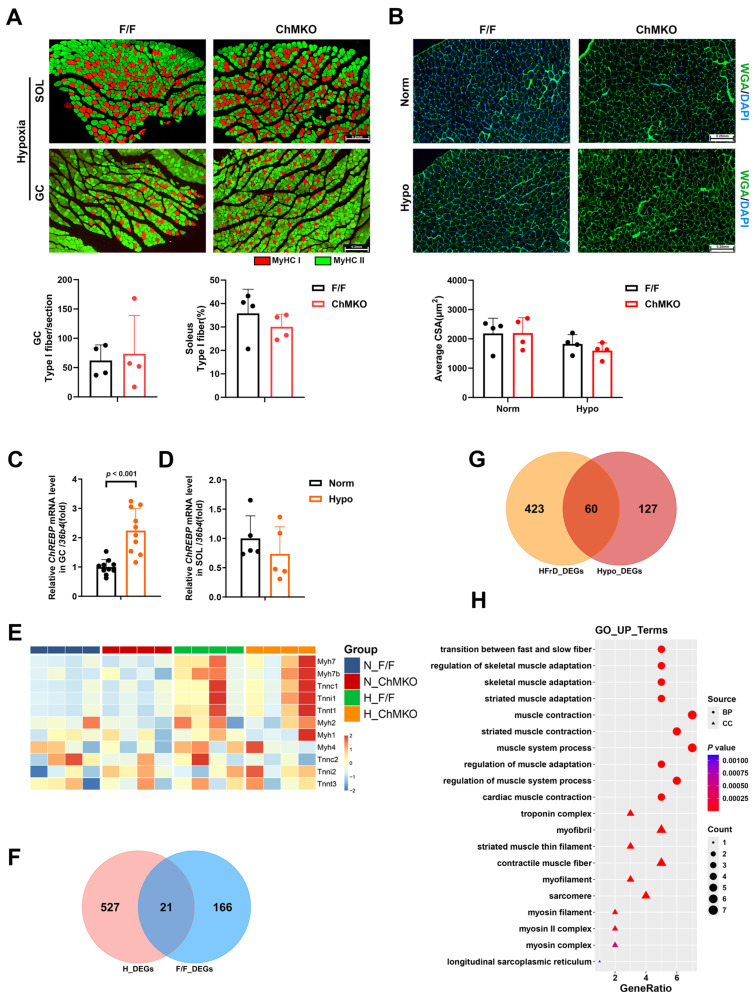
Muscle-specific ChREBP deficiency does not markedly alter hypoxia- or fructose-associated skeletal muscle remodeling. (**A**) Immunofluorescence staining of fast-twitch and slow-twitch myofiber markers in ChMKO mice after hypoxic exposure. The lower panel shows the analysis of the number of slow-twitch fibers in GC and the proportion of slow-twitch myofibers in SOL, *n* = 4 biological replicates, *d* value for F/F vs. ChMKO: GC (0.23), SOL (0.70). (**B**) WGA staining of the GC muscle in ChMKO mice after hypoxic exposure. The lower panel shows the analysis of average CSA. Three fields of view were captured per mouse, *n* = 4 biological replicates, *d* value for F/F vs. ChMKO: Norm (0.02), Hypo (0.79). (**C**,**D**) The mRNA levels of *ChREBP* in the GC (*n* = 10 biological replicates) and SOL (*n* = 5 biological replicates) muscle after 2 weeks of hypoxic exposure, 2 technical replicates per sample, Welch’s *t*-test, *d* value for Norm vs. Hypo: GC (2.28, power = 1), SOL (0.62). (**E**) Heatmap illustrating relative expression patterns of canonical myofiber marker genes in GC muscle from hypoxic ChMKO mice. (**F**) Venn diagram visualizing overlapping DEGs from two datasets: hypoxia-responsive DEGs in control littermates (F/F_DEGs) and genotype-dependent DEGs under hypoxic conditions (H_DEGs). (**G**) Venn diagram comparing DEGs derived from two datasets: hypoxic stimulation (Hypo_DEGs: Norm_F/F vs. Hypo_F/F) and high-fructose diet challenge (HFrD_DEGs: Norm_F/F vs. HFrD_F/F). (**H**) GO enrichment analysis of the 18 commonly upregulated DEGs in HFrD_DEGs and Hypo_DEGs. The top 10 most significantly enriched pathways in biological processes and cellular component are shown.

**Figure 6:**
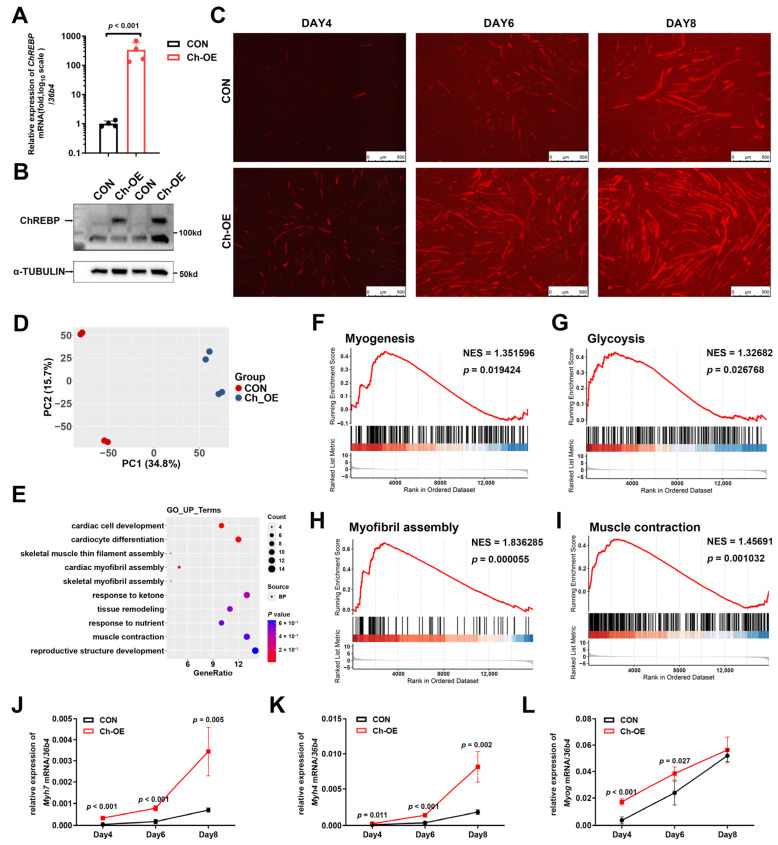
ChREBP overexpression promotes myogenic differentiation in C2C12 cells in vitro. (**A**,**B**) Validation of ChREBP expression in the Ch-OE cell line by qRT-PCR and Western blot assays, *n* = 4 biological replicates (independent cell culture wells), 2 technical replicates per sample, Welch’s *t*-test, *d* = 1.85, power = 0.98. (**C**) Immunofluorescent labeling of MHC in CON and Ch-OE cells on day 4, 6, and 8 of myogenic differentiation. (**D**) PCA of gene expression in Ch-OE cells on day 7 of myogenic differentiation. (**E**) GO enrichment analysis of 224 upregulated DEGs in Ch-OE cells. The top 10 most significantly enriched pathways in biological processes are shown. (**F**–**I**) GSEA of DEGs in Ch-OE cells on day 7 of myogenic differentiation induction, showing enrichment plots for Hallmark gene sets (**F**,**G**) and GO gene sets (**H**,**I**). (**J**–**L**) The mRNA levels of *Myh7*, *Myh4*, and *Myog* on Day 4, 6, and 8 of myogenic differentiation, *n* = 4 biological replicates, 2 technical replicates per sample. Data were analyzed using unpaired two-tailed Student’s *t*-test, with Welch’s correction applied when variances were unequal. Labeled *p* values denote CON vs. Ch-OE comparisons within the same time point, *d* values for CON vs. Ch-OE: *Myh7* (5.96, 5.69, 3.36), *Myh4* (2.30, 5.76, 4.07), *Myog* (5.66, 2.03, 0.56) at Day 4, 6 and 8, respectively, power = 1.

**Figure 7:**
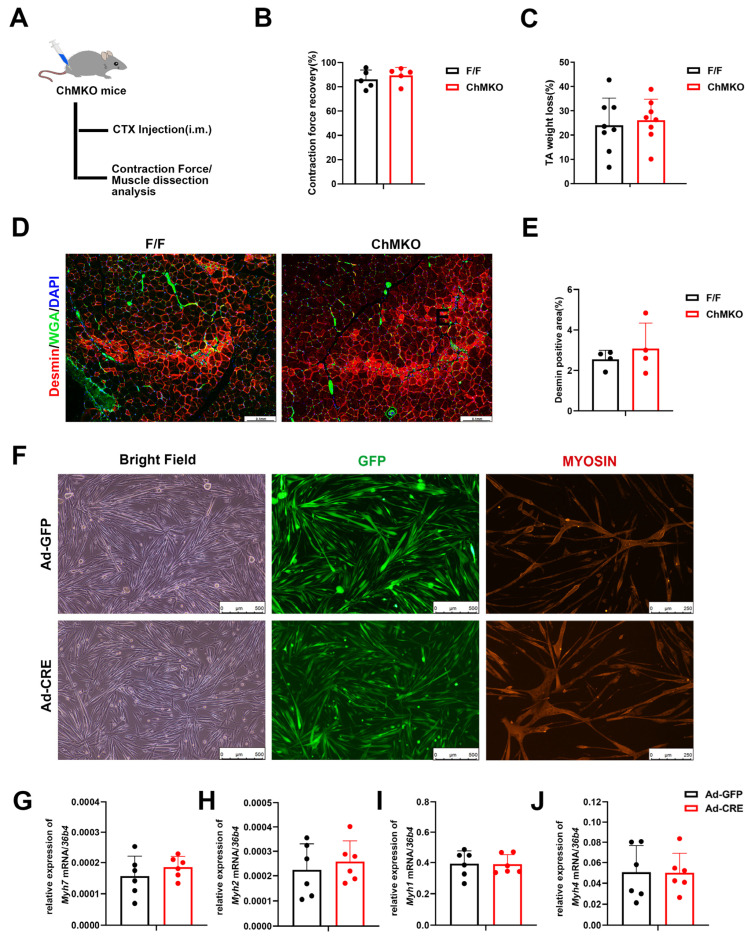
Genetic ablation of ChREBP exerts negligible impacts on skeletal muscle injury regeneration. (**A**) Schematic diagram depicting the workflow for constructing TA muscle injury models in ChMKO mice via intramuscular CTX injection. (**B**) EMG analysis of the TA muscle in ChMKO mice at 14 dpi, *n* = 5 biological replicates, *d* = 0.47. (**C**) Analysis of TA muscle weight loss in ChMKO mice at 14 dpi, normalized to the contralateral control leg from the same mouse, *n* = 8 biological replicates, *d* = 0.21. (**D**) Desmin and WGA staining analysis of the TA muscle at 14 dpi. (**E**) Morphometric quantification of the desmin-positive regenerative area on TA cross sections, *n* = 4 biological replicates, *d* = 0.55. (**F**) Morphological analyses and immunofluorescence staining of MHC were performed to evaluate myogenic differentiation capacity. (**G**–**J**) The mRNA levels of *Myh7*, *Myh2*, *Myh1* and *Myh4* in myotubes derived from MuSCs after ChREBP knockout, *n* = 6 biological replicates, 2 technical replicates per sample, *d* values for Ad-GFP vs. Ad-CRE: *Myh7* (0.67), *Myh2* (0.35), *Myh1* (0.05), *Myh4* (0.02).

**Figure 8:**
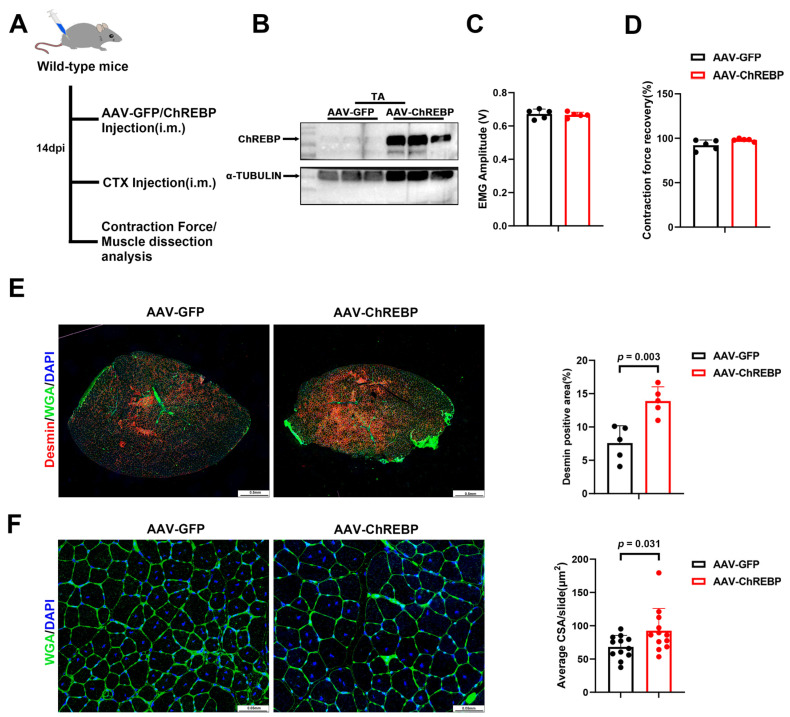
Overexpression of ChREBP enhances skeletal muscle regeneration in vivo. (**A**) Schematic of experimental design: local AAV-mediated ChREBP overexpression in mouse TA muscle followed by CTX-induced acute muscle injury. (**B**) ChREBP expression in the TA muscle was verified at 14 dpi of AAV-GFP or AAV-ChREBP. (**C**) EMG analysis of the TA muscle at 14 days post AAV injection, *n* = 5 biological replicates, *d* = 0.26. (**D**) EMG analysis of contractile strength recovery in the TA muscle at 14 days post CTX injection, *n* = 5 biological replicates, *d* = 1.39, power = 0.86. (**E**) Desmin staining of TA muscle at 7 days post CTX injection; the right panel shows the quantification of Desmin-positive areas, *n* = 5 biological replicates, unpaired two-tailed Student’s *t*-test, *d* = 2.65, power = 1. (**F**) WGA staining of TA muscle at 14 days post CTX injection; the right panel shows CSA analysis of new myofibers with central nuclei. A total of 12 fields were captured from 5 biological replicates per group, Welch’s *t*-test, *d* = 0.92, power = 0.89.

## Data Availability

The RNA-seq datasets generated in this study are accessible from GEO with accession number GSE319093. Data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu18122012/s1, Figure S1: Analysis of ChREBP Expression in Different Skeletal Muscle; Figure S2: Phenotypic Analysis of ChMKO Mice; Figure S3: RNA-seq Analysis of the GC and SOL Muscles in ChMKO Mice; Figure S4: Effects of Hypoxic Exposure on Skeletal Muscle Phenotype and ChREBP Expression; Figure S5: Analysis of Chronic High-Fructose Diet on Skeletal Muscle Phenotype and ChREBP Expression; Figure S6: ChREBP Enhances Myogenic Differentiation in C2C12 Cells; Figure S7: Analysis of the Function of ChREBP in Primary Skeletal Muscle Satellite Cells; Figure S8: Detection of Inflammatory Cytokines in a ChREBP-Overexpressing Skeletal Muscle Injury Model; Table S1: Primer information for qRT-PCR analysis; Table S2: Number of DEGs.

## Abbreviations

The following abbreviations are used in this manuscript:

AAV	Adeno-associated virus
Ad-Cre	Adenovirus-Cre
ANOVA	Analysis of variance
BCA	Bicinchoninic acid
BKY	Two-stage linear step-up Benjamini–Krieger–Yekutieli FDR correction
BMD	Bone mineral density
bFGF	Basic fibroblast growth factor
bHLH/LZ	Basic helix–loop–helix/leucine zipper
ChMKO	ChREBP muscle-specific knockout
ChREBP	Carbohydrate response element-binding protein
Ch-OE	ChREBP-overexpressing cell line
CMV	Cytomegalovirus
Cre	Cre recombinase
CSA	Cross-sectional area
CTX	Cardiotoxin
DEGs	Differentially expressed genes
DIA	Diaphragm
DMEM	Dulbecco’s modified eagle medium
DKK3	Dickkopf-related protein 3
dpi	Days post-injection
EDL	Extensor digitorum longus
EMG	Electromyography
ERRs	Estrogen-related receptors
F/F	ChREBP-floxed control mice
FBS	Fetal bovine serum
FDR	Benjamini–Hochberg false discovery rate
GC	Gastrocnemius
GEO	Gene expression omnibus
GFP	Green fluorescent protein
GLUT5	Glucose transporter type 5
GO	Gene ontology
GSEA	Gene set enrichment analysis
H&E	Hematoxylin and eosin
HFrD	High-fructose diet
HDACs	Histone deacetylases
HSA-Cre	human skeletal actin Cre mice
IFN-γ	Interferon-γ
IGF-1	Insulin-like growth factor-1
IL-13	Interleukin-13
IL-1α	Interleukin-1α
ITT	Insulin tolerance test
Khk	Ketohexokinase
LDH	Lactate dehydrogenase
loxP	Locus of X-over P1
MCK	Muscle creatine kinase
MEF2C	Myocyte enhancer factor 2c
MHC	Myosin heavy chain
MLL4	Mixed lineage leukemia 4
MLX	Max-like protein X
MLXIP	MLX-interacting protein, MondoA
MLXIPL	MLX-interacting protein-like
MuSCs	Muscle satellite cells
Myh1	Myosin heavy chain 1
Myh2	Myosin heavy chain 2
Myh4	Myosin heavy chain 4
Myh7	Myosin heavy chain 7
Myl1	Myosin light chain 1
Myl2	Myosin light chain 2
Myl3	Myosin light chain 3
Myod1	Myoblast determination protein 1
Myog	Myogenin
NCoR1	Nuclear receptor corepressor 1
NFAT	Nuclear factor of activated T cells
NLS	Nuclear localization signal
OGTT	Oral glucose tolerance test
Pax7	Paired box 7
PBS	Phosphate-buffered saline
PCA	Principal component analysis
PFU	Plaque-forming unit
PGC1α	Peroxisome proliferator-activated receptor γ coactivator 1-α
Pklr	Pyruvate kinase l/r
PPARs	Peroxisome proliferator-activated receptors
PVDF	Polyvinylidene difluoride
qRT-PCR	Quantitative real-time polymerase chain reaction
REE	Resting energy expenditure
RER	Respiratory exchange ratio
RNA-seq	RNA sequencing
SD	Standard deviation
SDS-PAGE	Sodium dodecyl sulfate-polyacrylamide gel electrophoresis
SLC2A5	Solute carrier family 2 member 5
SOL	Soleus
SOX6	SRY-box transcription factor 6
SREBP	Sterol regulatory element-binding protein
TA	Tibialis anterior
TC	Total cholesterol
TG	Triglyceride
TGF-β	Transforming growth factor-β
TNF-α	Tumor necrosis factor-α
Tnnc1	Troponin c1, slow skeletal and cardiac type
Tnnc2	Troponin c2, fast skeletal type
Tnni1	Troponin i1, slow skeletal type
Tnni2	Troponin i2, fast skeletal type
Tnnt1	Troponin t1, slow skeletal type
Tnnt3	Troponin t3, fast skeletal type
WGA	Wheat germ agglutinin

# Supplementary material for: ChREBP Is Dispensable for Myofiber Type Switch but Promotes Skeletal Muscle Regeneration
**Source:** Nutrients. 2026 Jun 21;18(12):2012. doi: 10.3390/nu18122012
**Supplement:** Supplementary file 1

Figure S1. Analysis of ChREBP Expression in Different Skeletal Muscle.

The mRNA of *ChREBP- $\alpha$*  was detected from the GC, TA, EDL, SOL, and DIA muscles of 8-week-old male C57BL/6 mice,  $n = 10$  biological replicates, 2 technical replicates per sample. Kruskal-Wallis H test,  $\epsilon^2 = 0.002$ .

Figure S2. Phenotypic Analysis of ChMKO Mice.

(A-D) Validation of ChREBP knockout efficiency and tissue specificity in liver, intestine, TA muscle, and heart by Western blot analysis.

(E) Body weight growth curves of F/F and ChMKO mice,  $n = 10$  biological replicates.

(F-H) Comparison of lean/body weight, fat/body weight, and BMD, F/F,  $n = 14$ ; ChMKO,  $n = 15$  biological replicates,  $d$  value for F/F vs. ChMKO: 0.36, 0.16, 0.13, respectively.

(I) Grip strength was assessed in ChMKO mice. Each mouse was measured three times, and the mean value was calculated and normalized to body weight,  $n = 5$  biological replicates,  $d = 0.30$ .

(J-O) Gait analysis was performed in ChMKO mice to assess stride cycle, overall speed, stance phase, average swing speed, contralateral coordination, and duty cycle. All parameters were quantified for the right hind limb (RH),  $n = 5$  biological replicates. Stride cycle: Duration from heel strike to the subsequent heel strike of the right hind paw,  $d = 0.52$ . Overall speed: Total distance traveled divided by total walking duration,  $d = 0.61$ . Stance phase: Period during which the right hind paw contacts the ground within a stride cycle (complementary to swing phase),  $d = 0.43$ . Swing speed: Stride length of the right hind limb divided by its swing time duration,  $d = 0.27$ . Contralateral coordination: Ratio of the swing or stance duration of the right hind paw (RH) to the stride cycle of the left front paw (LF),  $p = 0.113$ ,  $d = 1.13$ , power = 0.76. Duty cycle: Percentage of total time that the right hind paw remains in contact with the ground,  $d = 0.19$ .

(P) OGTT in ChMKO mice following administration of 2.0 g/kg body weight glucose, F/F,  $n = 14$ ; ChMKO,  $n = 13$  biological replicates,  $d$  value for F/F vs. ChMKO: 0min (0.16), 15min (0.34), 30min (0.63), 60min (0.46), 120min (0.56).

(Q) ITT in ChMKO mice following intraperitoneal injection of 1.0 U/kg body weight insulin,  $n = 9$  biological replicates,  $d$  value for F/F vs. ChMKO: 0min (0.63), 15min (0.22), 30min (0.44), 60min (0.37), 120min (0.13).

(R) Plasma TG and TC levels in ChMKO mice,  $n = 10$  biological replicates, 2 technical replicates per sample,  $d$  value for F/F vs. ChMKO: TG (0.52), TC (0.29).

Figure S3. RNA-seq Analysis of the GC and SOL Muscles in ChMKO Mice.

(A) PCA of gene expression.

(B) Cluster analysis of gene expression profiles in the GC and SOL of ChMKO mice.

(C, D) GSEA analysis of DEGs in the GC and SOL of ChMKO mice compared with F/F controls, showing enrichment plots for Hallmark pathways.

Figure S4. Effects of Hypoxic Exposure on Skeletal Muscle Phenotype and ChREBP Expression.

(A-D) Bodyweight, lean/bodyweight ratio, fat/bodyweight ratio and BMD in ChMKO mice compared with F/F controls after hypoxic exposure, F/F norm,  $n = 9$ ; F/F hypo,  $n = 7$ ; ChMKO norm,  $n = 8$ ; ChMKO

hypo, n = 10 biological replicates. Data were analyzed using two-way ANOVA followed by Bonferroni's multiple comparisons test, *d* value for F/F vs. ChMKO: Bodyweight (0.07, 0.38), lean/body weight (0.18, 0.04), fat/body weight (0.18, 0.01), BMD (0.28, 0.14) in Norm and Hypo group, respectively.

(E-F) The mRNA levels of *ChREBP-α*, *ChREBP-β* and *Pklr* in the intestine (n = 10 biological replicates) and liver (n = 5 biological replicates) after hypoxic exposure, 2 technical replicates per sample. Data were analyzed using unpaired two-tailed Student's t-test, with Welch's correction applied when variances were unequal, *d* value for Norm vs. Hypo: intestine (4.59, 6.51, 4.20, power = 1), liver (0.59, 0.72, 0.51) for *ChREBP-α*, *ChREBP-β* and *Pklr*, respectively.

(G) Venn diagram comparing hypoxia-induced F/F\_DEGs and ChMKO\_DEGs (24 commonly upregulated and 29 commonly downregulated genes).

(H) GO enrichment analysis of the 24 commonly upregulated DEGs in F/F\_DEGs and ChMKO\_DEGs. The top 10 most significantly enriched pathways in biological processes and cellular component are shown.

(I-J) GO enrichment analysis of 88 upregulated and 339 downregulated genes among the unique ChMKO\_DEGs, respectively. The top 10 most significantly enriched biological processes are displayed.

Figure S5. Analysis of Chronic High-Fructose Diet on Skeletal Muscle Phenotype and ChREBP Expression.

(A) The mRNA levels of *ChREBP-α*, *ChREBP-β* and *Pklr* in the small intestine after 2 weeks of high-fructose diet feeding, n = 10 biological replicates, 2 technical replicates per sample, unpaired two-tailed Student's t-test, *d* value for CHOW vs. HFrD: *ChREBP-α* (1.52, power = 0.97), *ChREBP-β* (1.28, power = 0.92) and *Pklr* (2.37, power = 1).

(B-D) The mRNA levels of *ChREBP*, slow-twitch and fast-twitch myofiber marker in the GC muscle after 2 weeks of HFrD feeding, n = 10 biological replicates, 2 technical replicates per sample, Data were analyzed using unpaired two-tailed Student's t-test, with Welch's correction applied when variances were unequal, *d* value for CHOW vs. HFrD: *ChREBP* (0.26), *Myh7* (0.32), *Myh7b* (0.26), *Tnni1* (0.44), *Tnnt1* (0.12), *Tnnc1* (0.41), *Myh4* (0.77), *Tnni2* (0.27), *Tnnc2* (1.24, power = 0.94), *Tnnt3* (1.20, power = 0.92) .

(E) Bodyweight, fat/body weight and lean/body weight in ChMKO mice compared with F/F controls after 3 months HFrD, n = 10 biological replicates, unpaired two-tailed Student's t-test, *d* value for CHOW vs. HFrD: bodyweight (3.93), fat/body weight (3.07) and lean/body weight (3.03), power = 1.

(F) PCA of gene expression in the GC muscle of mice fed a high-fructose diet for 3 months.

(G) Volcano plot depicting DEGs in the CHOW\_F/F vs. HFrD\_F/F. Horizontal dashed line denotes the significance cutoff of *P* value; vertical dashed lines mark the log<sub>2</sub>FC threshold of ±1 for differentially expressed genes.

(H) Heatmap showing the expression of myofiber marker in the GC muscle of mice fed a high-fructose diet for 3 months.

(I) GO enrichment analysis of the 39 commonly downregulated DEGs in HFrD\_DEGs and Hypo\_DEGs. The top 10 most significantly enriched pathways in biological processes and the only 2 significant pathways in cellular component are shown.

Figure S6. ChREBP Enhances Myogenic Differentiation in C2C12 Cells.

(A) The mRNA levels of total *ChREBP* in wild-type C2C12 cells at days 0,4,8,12,16, and 20 of myogenic differentiation, n = 5 biological replicates (independent cell culture wells), 2 technical replicates per

sample. Data were analyzed by one-way ANOVA with Dunnett's post-hoc test. The annotated P-value represents the comparison of Day 4 versus Day 0,  $d = 1.52$ , power = 0.97.

(B) The protein levels of ChREBP in wild-type C2C12 cells at days 0,4,8,12,16, and 20 of myogenic differentiation.

(C) GO enrichment analysis of 107 downregulated DEGs in Ch-OE cells. The top 10 most significantly enriched pathways in biological processes are shown.

(D) The mRNA levels of *ChREBP*, *Myh2*, *Myh1*, *Myl1*, *Myl2*, *Myl3*, *Tnnc1*, *Tnni1*, *Tnnt1*, *Tnnc2*, *Tnni2*, and *Tnnt3* in control and Ch-OE C2C12 cells at days 4, 6, and 8 of myogenic differentiation,  $n = 4$  biological replicates, 2 technical replicates per sample. Data were analyzed using unpaired two-tailed Student's t-test, with Welch's correction applied when variances were unequal. Labeled P-values denote CON vs. Ch-OE comparisons within the same time point.

(E) The mRNA levels of key regulatory molecules *Pax7* and *Myod1* in control and Ch-OE C2C12 cells at days 4, 6, and 8 of myogenic differentiation,  $n = 4$  biological replicates, 2 technical replicates per sample.

(F) The protein levels of ChREBP, MyHC, DESMIN, MYOG, and MYOD1 in control and Ch-OE C2C12 cells at days 0, 4, 8, and 12 of myogenic differentiation.

Figure S7. Analysis of the Function of ChREBP in Primary Skeletal Muscle Satellite Cells.

(A) Heatmap showing the expression of key regulatory factors and ChREBP at different differentiation stages of MuSCs in the GSE59272 dataset.

(B) Following infection of the Cre adenovirus, Western blotting was performed to determine the protein expression level of ChREBP in myotubes at days 3 of differentiation after viral infection of MuSCs.

(C) Myosin positive area in Fig. 6G was quantified using ImageJ software. One microscopic field of view was captured per biological replicate, with four fields quantified in total per group,  $d = 0.01$ .

(D-G) The mRNA levels of *ChREBP*, *Pax7*, *Myod1* and *Myog* in MuSCs on day 3 of myogenic differentiation,  $n = 6$  biological replicates, 2 technical replicates per sample, Welch's t-test,  $d$  values for Ad-GFP vs. Ad-CRE: *ChREBP* (2.91, power = 1), *Pax7* (0.45), *Myod1* (0.54), *Myog* (0.45).

Figure S8. Detection of Inflammatory Cytokines in a ChREBP-Overexpressing Skeletal Muscle Injury Model.

(A-C) IL-13, TNF- $\alpha$  and IFN- $\gamma$  detection of TA muscle at 7 days post CTX injection,  $n = 5$  biological replicates, 2 technical replicates per sample. Data were analyzed using two-way ANOVA followed by Bonferroni's multiple comparisons test,  $d$  values for AAV-GFP vs. AAV-ChREBP: IL-13 (0.39, 0.33), TNF- $\alpha$  (0.67, 0.40) and IFN- $\gamma$  (0.39, 0.15) in CON and CTX group, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

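The 4 experiments analysed hold 62 libraries and gave 12 comparisons. The first holds GC and SOL of F/F and ChMKO mice on chow (n = 5 per group), the second GC of F/F and ChMKO mice in normoxia, in hypoxia or on a high-fructose diet (n = 4 per group), the third GC injected with AAV-GFP or AAV-ChREBP (n = 5 per group), and the fourth C2C12 cells with and without ChREBP overexpression on day 7 of differentiation (n = 4 per group). Each library was assigned to its group from the labels of the samples, never from its values.

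The FPKM values of all 4 experiments were made by the authors, who extracted RNA with TRIzol, sequenced it on a NovaSeq instrument, trimmed reads with fastp and aligned them with HISAT2. The paper's text names neither the counting tool nor the genome build, and the positions in the chow table follow GRCm38. The unit of the AAV and C2C12 tables is not named in them and was taken from the values, whose column sums differ between libraries while value times exon length sums to a more constant total, as for FPKM. Those tables round to 3 and 2 decimals. The log2 fold changes in the AAV table were computed by the authors as the log2 ratio of the group means. The p-values and FDR in that table were deposited by the authors from DESeq2. Printed values from that table are marked as the authors' deposited values.

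The chow table holds 30250 entries for 29239 symbols, the table of the stress experiments 21959 for 21936 symbols, the AAV table 21039 gene identifiers, of which 20918 matched a symbol, and the C2C12 table 17898, of which 17842 matched. Where a symbol was repeated, the entry with the highest mean FPKM was kept and the others were left out.

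Reads per library were recovered as whole numbers in the stress experiments (14473170 to 23460515) from the low values and the gene lengths in the table. They were estimated from the low values of short genes in the chow (16400000 to 19800000) and AAV (15600000 to 20100000) experiments and are unknown for C2C12. The tests use FPKM and not read numbers, apart from the alternatives with voom, and the spread between libraries of a group sets their precision. Within groups the correlation between libraries across genes was 0.964 to 0.993 (chow), 0.942 to 0.995 (stress), 0.982 to 0.993 (AAV) and 0.996 to 0.998 (C2C12), where genes are not independent replicates. No pair of libraries was identical.

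The values were analysed in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. Each comparison was fitted by itself on log2(FPKM + 1) with lmFit and eBayes with a trend, over genes with a mean FPKM of at least 0.5 in the libraries compared. All tests are two-sided, and p was adjusted by Benjamini-Hochberg over the genes tested. A gene passed the study's criterion with an absolute log2 fold change of at least 1 and an unadjusted p under 0.05, and a second count used the adjusted p with the same limit. Interactions of genotype with hypoxia, diet and muscle were tested as contrasts, the last with the mouse as a random effect. Marker scores are the mean of log2(FPKM + 1) over 5 slow-twitch markers (Myh7, Myh7b, Tnnc1, Tnni1, Tnnt1) or 6 fast-twitch markers (Myh2, Myh1, Myh4, Tnnc2, Tnni2, Tnnt3), compared by exact permutation and adjusted over the 12 comparisons. Sets of genes were tested with camera at a correlation of 0.01. The sets were 7 written lists (slow-twitch sarcomere, fast-twitch sarcomere, glycolysis enzymes, respiratory chain, lipid transmembrane transport, ChREBP targets and myogenesis) and those Gene Ontology and KEGG terms named by the paper that a table's annotation carries, with at least 5 tested genes each. The C2C12 table carries none. The p of a set was adjusted over the sets of its comparison. Principal components were computed from centred log2(FPKM + 1). Overlaps of gene lists were tested with Fisher's exact test. Where lists share libraries, they were set beside 100 simulations of unchanged groups that share the same libraries. The simulations drew the spread between libraries at random and did not keep the library sets balanced over the groups.

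The procedure was tested on simulated data, made for 1 comparison of each experiment from the mean and the within-group spread of every gene, with 200 genes of at least 2 FPKM changed by a log2 of 1.5 or 2 in either direction. The adjusted p with the fold change limit called 98% of them in the chow, 93.5% in the stress, 99.5% in the AAV and 100% in the C2C12 design, with 2, 3, 1 and 0 unchanged genes called. On simulated reads of the stress design voom called 96% of them, with 15 unchanged genes called. In all of these simulations the spread was drawn for each gene by itself, without variation that genes share, such as the library sets. As 200 genes changed together, the percentages are not the power to find a few changed genes.

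The groups, tests, written sets, marker scores and the first group of alternatives below were chosen before the data were examined. Genes are named by a rule chosen at the same time: the 25 genes that the paper names with its RNA-seq or as markers, the 3 genes that rose most and the 3 that fell most in each comparison among those past the adjusted p and the fold change limit without overlap between groups, and Xist, Ddx3y, Kdm5d, Eif2s3y and Uty as a check of sex. The marker lists of adipocytes, red blood cells, immune cells, fibroblasts and tendon, Schwann cells and endothelium were also written then. Lists of hepatocyte, smooth muscle and soleus genes were added after the data were seen.

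The first group of alternatives held a pseudocount of 0.1, no filter, a filter at a mean of 5 FPKM, rescaling by the median of ratios, no trend, fits that hold all groups of an experiment, the replicate number as a block, leaving out each library in turn, averages of library pairs or a term for their cluster in C2C12, no effect of the mouse in the interaction with muscle, fry and an estimated correlation for sets, and the adjusted p for overlaps. Alternatives added after the data were seen were the library set as a term, fits within a library set, fits without genes that rise with liver transcripts, the fast-twitch score without Tnnc2 in the stress experiments, voom on the recovered reads of the stress experiments (over the same genes, or over all with at least 10 reads), a pseudocount of 0.1 together with no filter for the 8 comparisons whose counts the paper states, and a block for the gene sets of the AAV and C2C12 experiments. For each comparison the result was also set beside other splits of the same libraries, the real one included, which were all 35 for 4 against 4 and 100 for 5 against 5. Libraries of equal number were compared for likeness after group means were removed, with a correlation of 0.1 as the limit.

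Read-level steps, DESeq2, and enrichment in the Hallmark and Gene Ontology collections that the paper used were not run. The tables as deposited hold FPKM and no raw counts. Reads per gene could be recovered in the stress experiments alone, where 99.9% of the values above 0 came out whole, and limma's voom was run on them there as an alternative added after the data were seen. Data from qPCR, protein, histology, cultured muscle stem cells and the public microarray series were not analysed here.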

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

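The tests of condition or genotype for the library sets, of the library set for 5 counts of genes, of the clusters of C2C12 libraries, of the ChREBP deletion for liver transcripts, of the MCK-Cre transgene and the chromosome 6 region, of tendon and nerve tissue for SOL F/F mouse 71 and of the AAV-GFP 4 library were chosen only after the results were seen, and the others were set before their own result was seen.

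In 6 of 70 tests 1 library lay apart from the rest of its group, by a gap that is large for the range of the group, where 3.5 are given by chance. On the second principal component of the chow experiment, SOL F/F mouse 71 was at 40.2 and the other SOL F/F mice between -5.54 and 0.152. The slow-twitch marker score of SOL ChMKO mouse 59 was 9.35 against 9.16 to 9.21 in its group. Mlxipl in Hypo F/F mouse c360 was 3.29 on the log2 scale against 3.17 to 3.18 (8.76 FPKM against 7.98 to 8.05). On the second component of the stress experiments, Hypo ChMKO mouse c333 was at 6.47 against 12.8 to 13.5, and its slow-twitch marker score of 3.16 was the lowest of its group. The fast-twitch marker score of AAV-GFP 4 was 10.83 against 11.51 to 11.72. In C2C12 control library 2 Mlxipl was 0.029 on the log2 scale (0.02 FPKM) and listed at 0 in the other 3, a difference at the rounding step of the table. For mice 59, c360 and c333 no explanation was tested, technical or biological.

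The list of nerve-sheath (Schwann cell) genes argues against nerve tissue in SOL F/F mouse 71, as its score was not above the other SOL libraries (-0.11 from the highest of them). Less tendon tissue in the sample stays open. The score of the fibroblast and tendon list was 2.66 against 3.96 to 4.52, that is -1.30 from the lowest of the others, with Fmod at 4.13 FPKM against 61.1 to 125, Chad 2.60 against 25.6 to 48.4, Comp 1.29 against 9.25 to 18.2 and Col1a1 11.1 against 36.8 to 61.6. This explanation was narrowed to tendon after the adipocyte list was seen to lie within the others (4.03 against 3.92 to 5.52), so it is a candidate explanation only. Of that list Adipoq at 3.44 FPKM against 5.20 to 30.4 and Plin1 at 0.603 against 1.23 to 13.4 were below all other SOL libraries, so less fat in the sample is not argued against. No biological explanation was tested.

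For AAV-GFP 4, less slow-twitch tissue in the sample stays open. Its slow-twitch marker score was the lowest of the AAV libraries too (-0.78 from the next), and Myh2 was 17.4 FPKM against 45.8 to 254, Myh1 107 against 168 to 438 and Mb 140 against 242 to 648, while Myh4 at 15034 FPKM was within 13153 to 15119. The sample may hold less of the red part of the muscle. A biological explanation was not tested.

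The 24 libraries of the stress experiments fell into 2 sets of 12 that cut across the Norm and Hypo F/F groups, which the paper does not report. Libraries of 2 groups of one condition and genotype, Norm F/F and Hypo F/F, lie in both sets, which argues against condition or genotype as the whole cause. Among those 8 libraries 408 of 10740 genes passed the adjusted p and the fold change limit between the sets with the condition as a term, 370 higher in set A and 38 in set B. The sets were made from the same libraries, so this number gives the size of the difference and is no test of it. GC content of transcripts followed 40.2% of the variance of the difference across genes and transcript length 11.6%, together 45.2%, and 192 genes were left after the correction for GC content, which argues against either as the whole cause. Of the 616 genes at 50 FPKM or more 4.22% differed, against 3.77% of the others, which argues against sequencing depth. A difference in library preparation or in dissection stays open, as does an unrecorded difference between the mice, and none of these was tested.

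The sets bear on the counts of genes. Between Norm F/F and Norm ChMKO mice 66 genes passed the study's criterion, and 4 of the 35 splits of the libraries, the real one included, gave as many. With the library set as a term 6 passed, 2 of them among the 66, so the library set stays open as the source of most of the count. For the adjusted p, 2 of 35 splits gave as many genes. Between HFrD and Norm ChMKO mice 543 genes passed the study's criterion, and 1 of 35 splits, the real one, gave as many, at both criteria. All HFrD libraries are in set A and all Norm ChMKO libraries in set B, so diet and set cannot be told apart here. Of 515 of these genes that were tested between the sets among F/F mice, 95.1% had the same sign, and 324 also passed the adjusted p there. The correlation of the 2 log2 fold changes over all genes was 0.837, where genes are not independent replicates. The effect of the diet itself in ChMKO mice is left open. Among these genes Trdn rose from 11.1 to 255 FPKM (log2 fold change 4.41), Xirp2 from 18.6 to 307 (3.97) and F830016B08Rik from 1.28 to 34.6 (3.95), while Alb fell from 61.3 to 0.155 FPKM (-5.00), with Mup7 at -5.15 and Mup3 at -4.29.

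Transcripts of liver appear in muscle libraries. Alb was 181 FPKM in the Norm ChMKO mouse of library N_KO_380. An effect of the ChREBP deletion is argued against, since 32 of 34 hepatocyte genes reached the median of the Norm ChMKO libraries in some F/F library. RNA of liver in the libraries stays open: 33 of 37 hepatocyte genes followed Alb with a correlation above 0.9 over the 12 libraries outside Norm ChMKO and HFrD, against 0.0187% of other genes. Of the 80 genes that fell from Norm to Hypo ChMKO mice, 43 followed liver transcripts over the 8 F/F libraries (53.8%, against 0.656% of the genes tested), and 28 are in the hepatocyte list. Liver RNA in the Norm ChMKO libraries may account for these 43. Only 3 hepatocyte genes were at 1 FPKM or more in every chow library. A biological explanation beyond the deletion was not tested.

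Between SOL and GC of F/F mice on chow 1058 genes passed the study's criterion, a comparison that the paper does not report as a list. Of 100 splits 1, the real one, gave as many genes, at both criteria. Of the 16 splits that part the muscles of every mouse, 1, the real one, gave as many, the largest other giving 326 and, with the adjusted p, 0. The tissue itself is the biological explanation that the design gives, and dissection or sequencing of the muscles at different times was not tested.

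In GC, Gm36408 (log2 fold change 2.40), Gm38824 (3.89) and Gm38954 (3.46) were the genes past the adjusted p between ChMKO and F/F mice, all 3 non-coding and outside those the paper discusses. Of 100 splits 1, the real one, gave as many genes past the adjusted p. In SOL 3 genes passed it, and 2 of 100 splits gave as many. In ChMKO mice Ckm was lower in SOL than in GC (log2 fold change -1.37), and so was Gm38954 (-1.29, adjusted p 0.00249), which lies 2785 bases from Ckm. Transcription driven by the MCK-Cre transgene, which carries the promoter of Ckm, therefore stays open for Gm38954. For the others it cannot be told apart from another cause, because Gm38824 was also lower in SOL (-0.53, adjusted p 0.0109), though by less than Ckm, and Gm36408 changed by -0.26 (adjusted p 0.391). For these, a wider difference of the chromosome 6 region between the genotypes cannot be told apart from a local one, because only 2 neighbouring genes were tested, with a largest absolute log2 fold change of 0.16. No effect of ChREBP on these genes was tested apart from the genotype. Gm38954 was also the gene past the adjusted p in the interaction of genotype with muscle (log2 difference -1.29, adjusted p 0.00383), and 9 of 100 permutations of the genotype gave as many genes.

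In C2C12 cells with ChREBP overexpression Cnn1 rose by a log2 fold change of 3.65 and Actg2 by 2.87, which the paper does not report. The libraries form 2 clusters, each with 2 libraries of either group. The cluster is argued against as the cause, since Cnn1 rose by 3.69 and 3.62 and Actg2 by 2.82 and 2.92 within the clusters, while the clusters of one group differed by at most 0.070 in these genes. A smooth muscle gene programme in these cells stays open. Of 21 other smooth muscle genes tested, 18 were higher, with a median log2 fold change of 0.22 (camera p of 6.60e-09, fry p of 3.40e-09, p of 0.00242 with an estimated correlation), Tagln rose by 2.72 and Acta2 by 0.65, and 4 of the genes are also in the myogenesis set. The list was written after the rise of Cnn1 and Actg2 was seen, so this is a hypothesis, and clonal differences between the cell lines were not tested.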

How the results depend on the processing

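Each result was recomputed with a single choice changed at a time. The cause of a change was not tested unless stated.

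A pseudocount of 0.1 left 53 of 75 results the same. It raised the genes past the study's criterion to 52 (GC), 57 (SOL), 1950 (SOL against GC), 5 (AAV), 209 (Norm, genotype), 36 (Hypo, genotype), 39 (F/F, hypoxia), 200 (ChMKO, hypoxia), 150 (F/F, diet), 1061 (ChMKO, diet), 8 (HFrD, genotype) and 128 (C2C12). With the adjusted p the counts were 1901 (SOL against GC), 54 (ChMKO, hypoxia), 1055 (ChMKO, diet), 1 (HFrD, genotype) and 127 (C2C12). The fast-twitch score changed sign to -0.037 in C2C12 and to -0.026 between the genotypes in hypoxia. The overlap of hypoxia and genotype held 2 genes, that of hypoxia in both genotypes 24, and 120 genes passed in ChMKO mice alone.

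A filter at a mean of 5 FPKM, under which fewer genes are tested, left 34 of 44 results the same. The study's criterion was passed by 7 genes in GC, 3 in SOL, 695 between SOL and GC, 1 with AAV, 33 between the genotypes in normoxia, 60 for hypoxia in ChMKO mice and 281 for the diet in ChMKO mice, and with the adjusted p by 0 in SOL, 685 between SOL and GC and 278 for the diet in ChMKO mice. In SOL this filter leaves out the genes that had passed the adjusted p, so the 0 there is no test of them. Without any filter 27 of 28 results were the same, and hypoxia in ChMKO mice gave 0 genes past the adjusted p. A gene that the filter leaves out has a mean under 0.5 FPKM and cannot reach the fold change limit with a pseudocount of 1. This alternative could therefore add no gene to the count of a comparison. The list of genes past the criterion in ChMKO mice alone holds only genes tested in both genotypes, so it could gain genes.

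Rescaling by the median of ratios left 49 of 55 results the same. With it 1 gene passed the study's criterion with AAV and 2 between the genotypes in hypoxia. Mlxipl between Norm and Hypo F/F mice was 0.0078. The fast-twitch score was -0.012 in GC, -0.10 between the genotypes in hypoxia, 0.075 for the diet in ChMKO mice and 0.13 for hypoxia in F/F mice, the last with an exact permutation p of 0.0286. Leaving out the trend changed none of 24 results, and fits of all 4 chow groups none of 4. Fits that hold all 6 groups left 11 of 14 the same, with 29 genes past the study's criterion between the genotypes in hypoxia, and 32 (ChMKO, hypoxia) and 8 (F/F, diet) past the adjusted p.

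For gene sets, an estimated correlation left 6 of 15 results the same. The adjusted p of limma's camera became 0.680 for the respiratory chain in GC, 0.25 for ChREBP targets and 0.700 for the slow-twitch set with AAV, 0.162 for the slow-twitch set under hypoxia in F/F and 0.305 in ChMKO mice, 0.551 under the diet in F/F mice, and in C2C12 0.467 for glycolysis, 0.199 for the slow-twitch and 0.223 for the fast-twitch set. With fry 8 of 15 were the same. Its adjusted p was 0.874 for the respiratory chain in GC, 0.543 for ChREBP targets and 0.939 for the slow-twitch set with AAV, 0.321 (F/F) and 0.264 (ChMKO) for the slow-twitch set under hypoxia, 0.239 under the diet, and 0.920, in the opposite direction, for glycolysis in SOL.

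With the adjusted p in place of the unadjusted one, the overlaps held 0 genes for hypoxia and genotype, 0 for hypoxia in both genotypes and 0 for hypoxia and diet, and 20 genes passed in ChMKO mice alone.

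The replicate number as a block changed no call in 18 results and 22 named genes. SOL against GC then gave 1061 genes, AAV 2 and C2C12 47, the block for the AAV and C2C12 gene sets being chosen after seeing the data. Libraries of equal number were alike in part: the correlations of their deviations were 0.32, 0.13, -0.02, 0.25 and 0.11 for the muscles of mice 57, 58, 69 (whose SOL title has the number 59), 70 and 71, 0.45, 0.21, 0.25, 0.48 and 0.49 for AAV, and 0.18, -0.01, -0.09 and 0.07 for C2C12, so equal numbers do not pair the C2C12 libraries. Averaged pairs and a term for the cluster changed none of 2 C2C12 results each, and without the mouse as a random effect the interaction with muscle also gave 1 gene.

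The following alternatives were chosen after seeing the data. With the library set as a term 20 of 24 results were the same. It gave 6 genes past the study's criterion between the genotypes in normoxia and 2 in hypoxia, a fast-twitch score of -0.052 in the latter and 0 genes in the overlap of hypoxia and genotype. Within set B alone these were 5 genes, 2 genes and -0.052. Within set A alone hypoxia in F/F mice gave 49 genes past the study's criterion and 28 past the adjusted p, and the diet in F/F mice 17 past the adjusted p. Without the genes that rise with liver transcripts 64 genes passed the study's criterion for hypoxia in ChMKO mice, and 44 in ChMKO mice alone.

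Leaving out each library in turn left 543 of 644 results the same (13 weaker, 5 stronger, 33 reversed and 50 moved). Genes past the study's criterion ran from 17 (without ChMKO 74) to 35 (F/F 57) in GC, 21 (F/F 70) to 34 (F/F 57) in SOL, 1 (AAV-ChREBP 7) to 5 (AAV-GFP 4) with AAV, 9 (c397) to 194 (c369) between the genotypes in normoxia, 1 (c361) to 151 (c341) in hypoxia, 1 (C293) to 8 (C299) under the diet, 14 (c368) to 32 (c369) for hypoxia in F/F mice and 26 (c368) to 175 (c397) for the diet in F/F mice. With the adjusted p they ran from 0 (c368) to 3 (c369) between the genotypes in normoxia, 0 to 1 (c369) for hypoxia in F/F mice, 0 (c397) to 7 (c369) for the diet in F/F mice and 3 (c332) to 40 (c333) for hypoxia in ChMKO mice. The interaction of genotype with the diet ran from 0 to 1093 (c369) and that with muscle from 1 to 2 (F/F 71). Shared genes ran from 5 (c368) to 13 (c369) for hypoxia and diet and from 0 (c361) to 1 for hypoxia and genotype. The adjusted p of limma's camera ran from 0.000677 (AAV-GFP 4) to 0.185 (AAV-GFP 7) for ChREBP targets and 2.96e-09 to 0.838 (the same libraries) for the slow-twitch set with AAV, from 0.0255 (F/F 69) to 0.626 (F/F 70) for glycolysis in GC, 0.711 (F/F 58) to 0.995 (F/F 69) for glycolysis in SOL and 0.128 (F/F 69) to 0.976 (ChMKO 59) for the respiratory chain in SOL.

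The slow-twitch score difference ran from -0.79 (AAV-GFP 4) to 0.27 (AAV-GFP 7) with AAV, -1.02 (ChMKO 72) to -0.14 (F/F 58) in GC, -0.30 (F/F 57, exact permutation p = 0.0476) to -0.11 (F/F 71) in SOL, -0.62 (N_KO_380) to 0.28 (N_KO_375) between the genotypes in normoxia, -0.24 (c345) to 0.60 (c333) in hypoxia, -0.40 (C291) to 0.17 (C309) under the diet, 1.48 (c341) to 2.26 (c369, exact permutation p = 0.0286) for hypoxia and 1.24 (c368) to 1.97 (c369) for the diet in F/F mice. The fast-twitch score difference ran from -0.028 (F/F 71) to 0.037 (F/F 70) in GC, -0.062 (c397) to 0.053 (c369) between the genotypes in normoxia, -0.019 (c361) to 0.055 (c341) in hypoxia, -0.22 (C301, exact permutation p = 0.0286) to -0.14 (C294) under the diet and -0.00102 (c397) to 0.11 (c369) for hypoxia in F/F mice. The fast-twitch scores of the stress experiments include Tnnc2, which lies near 1 FPKM there and cannot be read. Without Tnnc2, a choice made after seeing the data, 5 of 7 of these differences were the same, that between the genotypes in normoxia changed sign to 0.016, and that under the diet was -0.17 with an exact permutation p of 0.0286. Mlxipl for hypoxia in F/F mice ran from -0.10 (c397) to 0.0076 (c401). Of the named genes, 508 of 524 values were the same (12 weaker, 3 stronger and 1 reversed). The weaker ones were Mlxipl between the genotypes in normoxia (5 of 8 fits, log2 fold change from -1.20 to -1.09) and, for hypoxia in ChMKO mice, Ankrd2 (4 of 8) and Mup7 (3 of 8).

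The alternatives set for deposited raw counts were not run, because the tables hold FPKM.

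The counts of genes were also taken 3 other ways, chosen after seeing the data. A pseudocount of 0.1 together with no filter, reported for the 8 comparisons whose counts the paper states, left 5 of 16 the same. At the study's criterion it gave 102 (GC), 115 (SOL), 10 (AAV), 67 (Hypo, genotype), 80 (F/F, hypoxia), 328 (ChMKO, hypoxia), 201 (F/F, diet) and 232 (C2C12), and with the adjusted p 5 (GC), 8 (ChMKO, hypoxia) and 217 (C2C12). With voom on the recovered reads of the stress experiments 4 of 14 were the same. At the study's criterion it gave 187 (Norm, genotype), 38 (Hypo, genotype), 43 (F/F, hypoxia), 212 (ChMKO, hypoxia), 225 (F/F, diet), 1171 (ChMKO, diet) and 10 (HFrD, genotype), and with the adjusted p 44 (ChMKO, hypoxia), 1146 (ChMKO, diet) and 1 (HFrD, genotype). Over all genes with at least 10 reads, again with 4 of 14 the same, these were 482, 215, 213, 520, 569, 2136 and 132, and 52, 1912 and 1. The number of reads is unknown for C2C12 and estimated for the chow and AAV experiments, so no limit of detection is given there.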

Differences from the paper's values

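Of the values that the paper states or shows for measures computed here, 26 of 30 differ. Values are said to differ when one is more than 1.5 times the other, and a gap to be closed when a setting brings them within 1.5 times. None of the alternatives set before the data were examined closed the gap, except where one is named. Of these, the fit without any filter could not have added a gene to the count of a comparison. The reason is that a gene under a mean of 0.5 FPKM cannot reach the fold change limit on this scale. The range in brackets is over those alternatives. In GC the paper reports 192 genes at the study's criterion and 21 were found here (7 to 52), and at its FDR the paper reports 9 against 3 here (2 to 4). In SOL the paper's values are 226 against 21 (3 to 57) and, at its FDR, 19 against 3 (0 to 4). With AAV the paper reports 45 genes against 2 (1 to 5).

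Between the genotypes in hypoxia the paper reports 548 genes against 6 here (1 to 151). For hypoxia in F/F mice the paper's counts are 187 against 18 (14 to 39) and, at its FDR, 4 against 0 (0 to 1), with 411 genes here at an unadjusted p under 0.05. For hypoxia in ChMKO mice the paper reports 480 against 107 (60 to 200) and, at its FDR, 213 against 20 (0 to 54). For the diet in F/F mice the paper's counts are 483 against 45 (26 to 175) and 88 against 0 (0 to 8), with 2531 genes here at an unadjusted p under 0.05. In C2C12 cells the paper reports 331 genes against 46 (32 to 128), 224 higher against 28 (23 to 84), 107 lower against 18 (9 to 44) and, at its FDR, 249 against 45 (32 to 127).

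Alternatives chosen after seeing the values came nearer to the counts at the study's criterion. With voom on the recovered reads of all genes with at least 10 reads the counts were 213 against the paper's 187 for hypoxia in F/F mice, 520 against the paper's 480 for hypoxia in ChMKO mice and 569 against the paper's 483 for the diet in F/F mice, which closed these gaps, and 215 against the paper's 548 between the genotypes in hypoxia, which did not. Over the same genes as in the main analysis, voom closed none of these gaps. With a pseudocount of 0.1 and no filter, also chosen after seeing the values, the count was 328 against the paper's 480 for hypoxia in ChMKO mice, and 232 against the paper's 331 and, at its FDR, 217 against the paper's 249 in C2C12 cells, which closed these gaps, as did 86 lower genes there against the paper's 107. The 146 higher genes there against the paper's 224 did not close it, and 102 in GC, 115 in SOL, 10 with AAV, 67 between the genotypes in hypoxia, 80 for hypoxia and 201 for the diet in F/F mice did not. Of 48 genes past the study's criterion in the authors' deposited AAV values, 5 had a mean of at least 0.5 FPKM. At the paper's FDR no gap in the stress experiments was closed, with 0 genes for hypoxia and 0 for the diet in F/F mice and 52 for hypoxia in ChMKO mice under voom with at least 10 reads.

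For the overlaps, the paper reports 21 genes shared by hypoxia and genotype against 1 here (0 to 2) and 60 shared by hypoxia and diet against 7 (0 to 13). Of the latter the paper gives 18 as higher in both against 6 (0 to 12), where leaving out Norm F/F mouse c369 gave 12, within 1.5 times of the paper's value though not equal to it, while the other alternatives did not come that near, and 39 as lower in both against 0 (0 to 3). For hypoxia in both genotypes the paper reports 24 genes higher against 9 (0 to 13) and 29 lower against 5 (0 to 13). Past the criterion in ChMKO mice alone the paper gives 88 higher against 18 (8 to 34) and 339 lower against 53 (12 to 86).

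The first principal component of the C2C12 libraries took about 35% of the variance in Fig. 6D, read by eye, against 59.7% here (53.1% to 66.8%). The second took about 16% in Fig. 6D, read by eye, against 10.5%, and with a filter at a mean of 5 FPKM the value of 11.6% came within 1.5 times of it.

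The directions below compare unlike gene sets, since the paper's came from the Hallmark and Gene Ontology collections and those here are written lists. They therefore do not contradict the paper's enrichment by themselves. The paper gives glycolysis as activated in C2C12 cells with ChREBP overexpression. Here the written list of glycolysis enzymes was lower (median log2 fold change -0.10, 5 of 18 genes higher, limma camera adjusted p = 0.0230, 0.0108 in fry and 0.467 with an estimated correlation). The paper gives lipid transport as lower in GC of ChMKO mice, while here 21 of 42 genes were higher and 21 lower (camera p of 0.377). The paper reports no prominent enrichment of oxidative metabolism in GC, while here the respiratory chain was lower (median log2 fold change -0.07, limma camera adjusted p = 1.40e-06), and the adjusted p was 0.680 with an estimated correlation and 0.874 in fry. In the stress experiments, GC of HFrD ChMKO mice shared this direction, with 4 of 76 genes higher (median -0.085, camera adjusted p = 6.61e-13, fry 0.313). Norm and Hypo ChMKO mice did not share it. There 76 of 76 genes were higher in Norm (median 0.28, camera adjusted p = 9.64e-13, fry 0.251) and 74 of 76 in Hypo mice (0.31, camera adjusted p = 1.27e-08, fry 0.299). These medians fell to 0.034 in Norm and 0.025 in Hypo mice with the library set as a term, chosen after seeing the data. With that term 53 of 76 genes were higher in Norm mice (camera adjusted p = 0.000219, fry 0.834). In Hypo mice 50 of 76 were higher (camera adjusted p = 0.931, fry 0.876).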

Other observations

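The tests of the sources of signal below were set before their own results were seen. The soleus list is an exception in part: a first version with 5 genes gave a void test, and the list of 39 genes was made after that.

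The other splits of the libraries, the real one included in each number, stand beside the results as follows. In GC 7 of 100 splits gave as many genes past the study's criterion, and for the sets 32 gave as small a p for the respiratory chain, 32 for glycolysis and 60 for lipid transport. In SOL 3 of 100 gave as many genes, and 82, 85 and 45 as small a p for the same sets. With AAV 58 of 100 gave as many genes past the study's criterion, 5 as many past the adjusted p, 5 as small a p for ChREBP targets and 51 for the slow-twitch set. Of the 16 splits that part the libraries of equal number, 7 gave as many genes with AAV (the largest other 8) and, past the adjusted p, 1 did, the real one.

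Between the genotypes in hypoxia 20 of 35 splits gave as many genes past the study's criterion and 2 past the adjusted p, and under the diet 19 and 35. For hypoxia in F/F mice 8 and 35 of 35 did, and 2 gave as small a p for the slow-twitch set. The split that follows the library sets gave 414 genes past the study's criterion, against 20 with the library set as a term. Norm and Hypo F/F mice each have 2 libraries in either set, so a shift between the sets cancels out of the fold changes by design. All 18 genes of this comparison stayed past the criterion with that term, but the term could not move their fold changes, so this is no test of the library set, and whether the sets respond differently to hypoxia was not tested. For hypoxia in ChMKO mice 1 of 35 gave as many genes at both criteria, the real one, and 3 as small a p for the slow-twitch set. For the diet in F/F mice 1 and 35 of 35 did, and 5 for the slow-twitch set. Of its 45 genes 14 stayed with the library set as a term, and of the 6 between the genotypes in hypoxia 1 stayed, so the library set stays open as the source of most of both counts. In C2C12 1 of 35, the real one, gave as many genes at both criteria, and for the sets 1 gave as small a p for myogenesis, 5 for glycolysis, 1 for the slow-twitch and 2 for the fast-twitch set.

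No gene passed the adjusted p in the interactions of genotype with hypoxia and diet, so 100 of 100 permutations of the genotype necessarily gave as many in each. At an unadjusted p under 0.05 there were 132 and 1107 genes (274 and 409 with the library set as a term). As many as the 132 were given by 68 of 100 permutations, and as many as the 1107 by 17 of 100. For the overlaps 9 of 100 regroupings of the libraries gave as many shared genes for hypoxia and diet, 40 for hypoxia and genotype and 3 for hypoxia in both genotypes.

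Slow-twitch markers differed between GC libraries of one group. A varying share of soleus-like tissue stays open: genes of soleus outside the sarcomere rose with the level that Myh7 predicts, with a median slope of 1.69 over 39 genes, 30 of them above 0, where a slope of 1 is given by mixing alone. Myh7 in GC of chow mice was between 0.0104% and 1.93% of its level in soleus. Under hypoxia in F/F mice 9 of 10 soleus genes tested were higher (median log2 fold change 0.32, camera p of 4.05e-07, fry p of 0.233), and on the diet 8 of 9 (0.49, 1.07e-05 and 0.0437). A larger share of soleus-like tissue in the Hypo and HFrD samples may therefore account for part of the rise of slow-twitch markers. A change of fibres within the muscle, which the design also allows, stays open and was not tested apart from it. A difference in age between Norm and HFrD mice was not tested.

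Mlxipl did not fall to 0 in ChMKO libraries, and in normoxia it went from 8.63 ± 1.05 to 3.30 ± 0.152 FPKM (SD, n = 4 each; log2 fold change -1.16, limma adjusted p = 0.00655). Without single libraries the log2 fold change ran from -1.20 to -1.09, and in 5 of 8 such fits the adjusted p was above 0.05. Whether adipocytes in the samples carry the rest cannot be told apart from expression in fibres, because over the 8 ChMKO libraries of Norm and Hypo the Spearman correlation of Mlxipl with the adipocyte list was -0.60 (p of 0.132), and the libraries are few. Under hypoxia Mlxipl stayed level in F/F mice (log2 fold change -0.06), while the paper reports a rise of ChREBP by qPCR in wild-type mice. In C2C12 cells on day 7 Myh4 was lower with overexpression (log2 fold change -0.32), while the paper reports it as higher by qPCR.

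The marker lists were tested in all comparisons where at least 5 genes were expressed, 75 tests adjusted together. By camera the Schwann cell list passed in 4 of 11 (smallest adjusted p by limma 5.07e-06), adipocyte in 2 of 11 (0.00339), endothelium in 4 of 11 (0.00453), fibroblast and tendon in 5 of 12 (0.000238), immune cell in 6 of 11 (1.27e-07), red blood cell in 3 of 11 (4.03e-05) and hepatocyte in 4 of 8 (1.58e-16). Of these, the tests that also had an unadjusted fry p under 0.05 numbered 0, 0, 2, 3, 0, 0 and 2 in the same order.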
